# Taurine-mediated gene transcription and cell membrane permeability reinforced co-production of bioethanol and Monascus azaphilone pigments for a newly isolated *Monascus purpureus*

**DOI:** 10.1186/s13068-024-02511-7

**Published:** 2024-05-03

**Authors:** Xia Yi, Jianqi Han, Xiaoyan Xu, Yilong Wang, Meng Zhang, Jie Zhu, Yucai He

**Keywords:** *Monascus purpureus*, Bioethanol, MonAzPs, Taurine, Cell membrane permeability

## Abstract

**Background:**

Taurine, a semi-essential micronutrient, could be utilized as a sulfur source for some bacteria; however, little is known about its effect on the accumulation of fermentation products. Here, it investigated the effect of taurine on co-production of bioethanol and Monascus azaphilone pigments (MonAzPs) for a fungus.

**Results:**

A newly isolated fungus of 98.92% identity with *Monascus purpureus* co-produced 23.43 g/L bioethanol and 66.12, 78.01 and 62.37 U/mL red, yellow and orange MonAzPs for 3 d in synthetic medium (SM). Taurine enhanced bioethanol titer, ethanol productivity and ethanol yield at the maximum by 1.56, 1.58 and 1.60 times than those of the control in corn stover hydrolysates (CSH), and red, yellow and orange MonAzPs were raised by 1.24, 1.26 and 1.29 times, respectively. Taurine was consumed extremely small quantities for *M. purpureus* and its promotional effect was not universal for the other two biorefinery fermenting strains. Taurine intensified the gene transcription of glycolysis (glucokinase, phosphoglycerate mutase, enolase and alcohol dehydrogenase) and MonAzPs biosynthesis (serine hydrolases, C-11-ketoreductase, FAD-dependent monooxygenase, 4-*O*-acyltransferase, deacetylase, NAD(P)H-dependent oxidoredutase, FAD-dependent oxidoredutase, enoyl reductase and fatty acid synthase) through de novo RNA-Seq assays. Furthermore, taurine improved cell membrane permeability through changing cell membrane structure by microscopic imaging assays.

**Conclusions:**

Taurine reinforced co-production of bioethanol and MonAzPs by increasing gene transcription level and cell membrane permeability for *M. purpureus*. This work would offer an innovative, efficient and taurine-based co-production system for mass accumulation of the value-added biofuels and biochemicals from lignocellulosic biomass.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13068-024-02511-7.

## Background

For the desirable characteristics of ideal octane value and combustion efficiency, bioethanol is regarded as one of the most promising alternatives to the conventional transport fuels in the future [1]. The use of bioethanol as transport fuel will really reduce the buildup of carbon dioxide. Nearly approaching carbon neutral, lignocellulosic biomass available in massive quantities can be widely used to produce bioethanol [2]. Therefore, an increasing focus is on the acquirement of the robust strains to augment bioethanol production in biorefinery fields [3]. The classic producers such as *Saccharomyces cerevisiae* and *Zymomonas mobilis* are used for bioethanol fermentation with pure sugar and various lignocellulosic biomass [4, 5]. However, little was known on bioethanol production of *Monascus purpureus*.

The filamentous fungus *M. purpureus*, known for red yeast rice fermentation [6] and wine starters of brewage industry [7], has been widely used as edible pigments [8], polysaccharides [9] and medicinal agents [10]*.* Monascus pigments, more precisely, Monascus azaphilone pigments (MonAzPs), are a kind of complex compound mixtures including red (rubropunctamine and monascorubramine), orange (rubropunctatin and monascorubrin) and yellow (monascin and ankaflavin) pigments shared the common skeleton of azaphilone [11]. MonAzPs are widely used as food colorants [12], pharmaceutical [13] and textile dyeing industries [14]. Therefore, a lot of efforts including fermentation process optimization [15] and the operation of genetic engineering [9], metabolic engineering [16, 17] and systems biology [18], have been made to improve MonAzPs productivity. Biomass substrates are also used to produce MonAzPs from *M. purpureus* [19]. Exogenous amino acids, such as S-adenosylmethionine (SAM), histidine and methionine, are increasingly standing out for their advantages of time saving, low cost and simple operation to facilitate MonAzPs biosynthesis [20, 21]. However, little was known for co-production of bioethanol and MonAzPs from CSH for *M. purpureus* treated with taurine.

Taurine (2-aminoethanesulfonic acid), the main end-product of cysteine metabolism in eukaryotes, can be synthesized through metabolic engineering and chemical synthesis [22]. As a semi-essential micro-nutrient, taurine was always biologically and physiologically used in food, energy drinks and medicine [22–24]. Although used as a sulfur source for fermenting bacteria [25], the effect of taurine on product accumulation of *M. purpureus* is unknown.

Co-production systems were considered to be an ideal biorefinery strategy [26]. Here, it firstly investigated co-production ability of bioethanol and MonAzPs for a newly isolated fungus. It further assayed the effect of taurine on co-production of bioethanol and MonAzPs from synthetic medium (SM) and corn stover hydrolysates (CSH). Additionally, it also assessed the universality of the promotional effects for taurine on the two classic biorefinery strains. Further, deep sequencing assays were carried out to uncover gene transcriptional change in *M. purpureus* treated with taurine. The morphology and structure of *M. purpureus* treated with taurine were also studied using microscopic imaging assays. This study would offer a taurine-based efficient co-production system for mass accumulation of the value-added biofuels and biochemicals from lignocellulosic biomass.

## Materials and methods

### Reagents

The commercial cellulase was purchased from Sigma-Aldrich (St. Louis, MO, USA) and the filter paper activity was determined as the document [5]. Taurine (HPLC ≥ 98%) was from Yuanye Biotechnology Co., Ltd (Shanghai, China). Propidium iodide (PI) was purchased from Shanghai Macklin Biochemical Technology Co., Ltd. All the other analytical grade chemicals were purchased from China National Pharmaceutical Group Co., Ltd (Sinopharm).

### Strain identification and culture

*M. purpureus* MP2022 (CGMCC3.25392) was isolated from the wet rubbish soil of Yancheng Relics Park in Changzhou, Jiangsu province of China. PCR-sequencing of ITS1 (internal transcribed spacer)–5.8 S rDNA–ITS4 region was carried out by Jiangsu Genecefe Biotechnology Co., Ltd (Wuxi, China). MEGA (Version 6.0) software package with neighbor-joining method was used to construct the phylogenetic tree.

The seed slant of *M. purpureus* was prepared at 30 °C for 4 d on potato-dextrose agar (PDA) medium containing 200.0 g/L potato, 20.0 g/L glucose and 15.0 g/L agar. Rinsed from a seed slant with 5.0 mL liquid PDA medium, a 2.0-mL seed slant cultures (approximately 4.0 × l0^6^ spores/mL) was cultured at 30 °C for 1 d in 50 mL seed activated medium containing 20.0 g/L glucose, 3.0 g/L peptone, 4.0 g/L yeast, 20.0 g/L malt, 2.0 g/L KH_2_PO_4_, 2.0 g/L NaNO_3_ and 1.0 g/L MgSO_4_·7H_2_O in 250-mL Erlenmeyer flask with slight modification [27]. A 5.0 mL activated cultures was further inoculated in 50 mL seed medium at 30 °C and 200 rpm for 1 d [27]. A 5.0 mL seed cultures was inoculated in 50 mL fermentation medium at 25 °C and 150 rpm for 4 d after pre-cultured at 30 °C and 150 rpm for 2 d [27]. Sampling was at 1 d interval. Taurine with the final concentration of 2.0 g/L, 4.0 g/L, 6.0 g/L, 8.0 g/L and 10.0 g/L was separately amended in fermentation medium sterilized at 121 °C for 15 min, and no taurine was added for the control. For lignocellulosic biomass fermentation, a 5.0-mL seed culture was inoculated in the two following media: (1) CSH system was amended with 4.0 g/L taurine, and no taurine was added for the control; and (2) CSH system was simultaneously amended with 4.0 g/L taurine and the fermentation medium nutrients other than glucose, and no taurine was added for the control. For the assays of de novo RNA-Seq and microscopic assays, the fresh mycelia of *M. purpureus* treated with 4.0 g/L taurine in fermentation medium for 1 d were harvested from a 50 mL fermentation medium, and no taurine was added for the control. All assays were carried out in triplicate.

The ethanologenic bacterium *Z. mobilis* ZM4 (ATCC 31821) was cultured in RM (Rich Medium) medium [5]. A 10 mL RM culture was inoculated in 100 mL RM medium amended with the final concentration of 2.0, 4.0, 6.0 and 8.0 g/L taurine in 250-mL Erlenmeyer flask at 30 °C without shaking. Sampling was at 4-h interval. All assays were carried out in triplicate.

The itaconic acid-producing fungus *Aspergillus terreus* AT2022 (CGMCC3.25393) was prepared in PDA slant medium. Seed medium and fermentation medium were prepared according to the previous method with slight modification by replacing ammonium nitrate with ammonium sulfate [28]. After rinsing a slant with a 5.0 mL liquid PDA medium, a 2.0-mL spore suspension (approximately 5.0 × l0^6^ spores/mL) was inoculated in 50 mL seed medium with 250-mL Erlenmeyer flasks and cultured at 32 °C and 180 rpm for 1 d. A 5.0-mL seed culture was cultured at 32 °C for 8 d in 50 mL fermentation medium amended with the final concentration of 1.4, 2.8, 4.2 and 5.6 g/L taurine. Sampling was at 2 d interval. All assays were carried out in triplicate.

### CSH pretreatment

Corn stover was pretreated according to the previous study [5]. Enzymatic saccharification assays were carried out at 48 °C for 3 d. CSH contained 46.24 g/L glucose, 16.53 g/L xylose, 0.12 g/L furfural, 0.83 g/L HMF, 0.01 g/L 4-hydroxybenzaldehyde, 0.31 g/L syringaldehyde and 0.09 g/L vanillin.

### De novo RNA-Seq

To uncover the molecular mechanism of the promotional effect of taurine on co-production of bioethanol and MonAzPs, de novo transcriptomic sequencing assays were carried out for *M. purpureus* by BGI Genomics Co., Ltd (Shenzhen, China). The total RNA was isolated from *M. purpureus* using TRlzol Reagent following the commercial instructions (Life technologies, California, USA). The differentially expressed genes (DEGs) were defined as the absolute value of foldchange ≥ 2.0, and the significantly DEGs were required to simultaneously meet with the absolute value of foldchange ≥ 2.0 and *p*_value ≤ 0.001. The threshold of *q*_value of ≤ 0.05 was for significantly enriched analysis of GO (Gene Ontology) and KEGG pathway.

### qRT-PCR

It validated the data of RNA-Seq sequencing by carrying out quantitative real-time PCR (qRT-PCR) on a QuantStudio 3 Real-Time PCR System. Additional file 1: Table S1 lists the oligonucleotide primers synthesized by GenerayBiotech Co., Ltd (Shanghai, China). The first strand of cDNA was synthesized using the cDNA synthesis kit (Torobo Co., Osaka, Japan). PCR amplification program was as follows: 95 °C for 1 min, and then 40 cycles at 95 °C for 15 s and 54 °C for 15 s, and 72 °C for 45 s with a SYBR Green Realtime PCR Master Mix (Torobo Co., Osaka, Japan). *ACT* (actin) was used as the internal control [29].

### Microscopic assays

The effect of taurine on mycelia morphology and structure for *M. purpureus* was assayed using scanning electron microscope (SEM) (Hitachi SU3800, Japan) and transmission electron microscope (TEM) (JEM1400, Tokyo, Japan). With the microscopic samples prepared according to the previous method [30], electron microscopic assays were carried out by Hangzhou Yanqu Information Technology Co., Ltd., China. Image-pro Plus software was used to carry out statistical analysis of SEM and TEM images.

Here, it further assayed the effect of taurine on cell membrane permeability for *M. purpureus*. Harvested at 12,000 rpm for 5 min and washed with phosphate buffer (PBS), the mycelia were stained using 10 μg/mL PI in the dark according to the method with slight modification [31]. The stained mycelia were observed using Zeiss LSM710 laser confocal microscope after washed three times with PBS. All assays were carried out in triplicate.

### Determination of MonAzPs

Extracted with a 70% (v/v) ethanol and fermentation broth (1:1) at 60 °C for 1 h, MonAzPs was determined according to the previous method with slight modification [32]. In detail, optical density (OD) of MonAzPs was separately measured at 505 nm for red, 410 nm for yellow and 470 nm for orange using L6S UV–Vis spectrophotometer (INESA Scientific Instrument Co., Ltd, Shanghai, China) after filtered with 0.22 μm filters. OD units/L was used to indicate the content of MonAzPs.

### HPLC analysis

Glucose, xylose, ethanol, taurine, furanic aldehydes and phenolic aldehydes were determined following the previous methods [5].

## Results

### Co-production of bioethanol and MonAzPs from *M. purpureus*

Genetic evolutionary analysis is illustrated in Additional file 1: Fig. S1. As the sequenced fragments of 557 bp ITS1 (OR681412) and 563 bp ITS4 (OR681413) were separately blasted in NCBI, the isolate in this study was separately shared 98.92% identity with *M. purpureus* C1, 99.91% identity with *M. purpureus* KUPM5 and 98.74% identity with *M. purpureus* ZH2. It indicated that the isolate belonged to *Monascus* genus. As well documented, *M. purpureus* strains could be used to make alcoholic beverages and produce MonAzPs [33]. Therefore, it further assessed co-production ability of bioethanol and MonAzPs for the isolate.

Here, it carried out co-production assays of bioethanol and MonAzPs for *M. purpureus* under aerobic and facultative anaerobic conditions (Fig. 1). It illustrated that mycelia growth with ventilated membrane was 1.31, 1.68, 1.20, 1.14 and 1.05 times for 1, 2, 3, 4 and 5 d than that with rubber stopper (Fig. 1a). Glucose consumption with ventilated membrane was 10.90, 4.99 and 1.78 times for 1, 2, and 3 d than that with rubber stopper (Fig. 1b). Ethanol concentration, ethanol productivity and ethanol yield for 1 d were separately augmented by 1.62, 1.62 and 1.63 times than those of the control (Fig. 1c–e). The content of red, yellow and orange MonAzPs with ventilated membrane were 66.12, 78.01 and 62.37 U/mL for 3 d at maximum content, and those with rubber stopper were 59.48, 66.51 and 52.03 U/mL, respectively (Fig. 1f, g). Herein, it achieved better co-production ability of bioethanol and MonAzPs under aerobic conditions than that under facultative anaerobic conditions for *M. purpureus*.

**Fig. 1:**
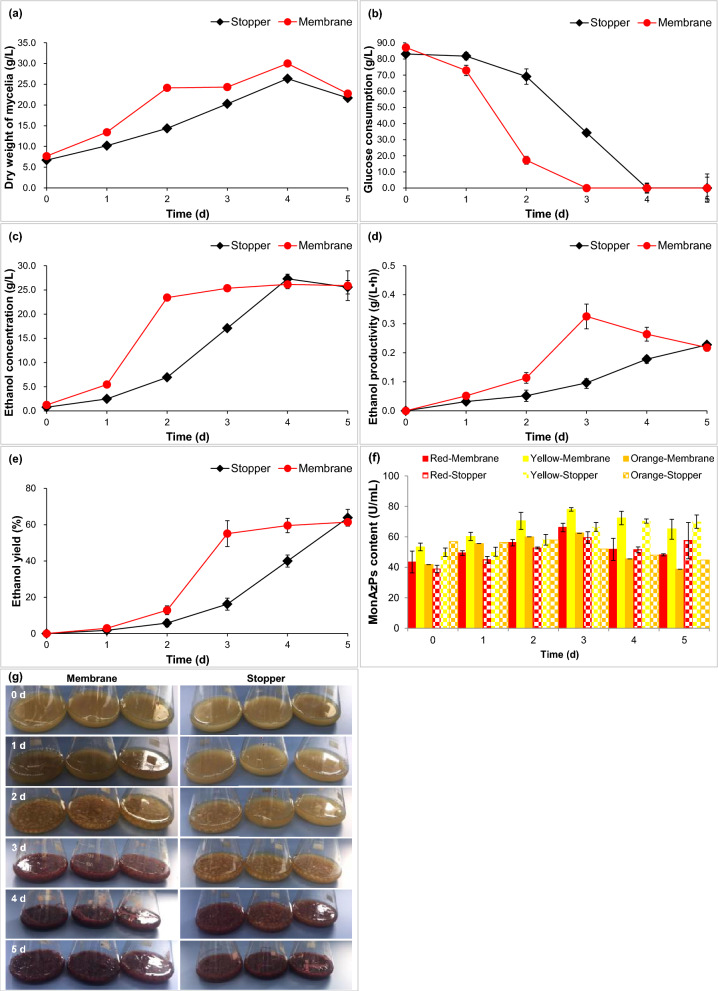
Bioethanol and MonAzPs production separately with ventilated membrane and rubber stopper for *M. purpureus*. **a** Dry weight of mycelia; **b** glucose consumption; **c** ethanol concentration; **d** ethanol productivity; **e** ethanol yield; **f** MonAzPs content; **g** flask fermentation

### Taurine promoted co-production of bioethanol and MonAzPs from *M. purpureus*

Here, it assayed the effect of taurine on co-production ability of bioethanol and MonAzPs in SM with ventilated membrane for *M. purpureus* (Fig. 2). Mycelia growth for 2.0 g/L taurine was 1.34, 1.13, 1.13 and 1.30 times for 1, 2, 3 and 4 d than that of the control (Fig. 2a), and mycelia growth for 4.0 g/L taurine was 1.65, 1.35, 1.45 and 1.56 times than that of the control. No obvious promotion of mycelia growth was determined for 6.0 g/L, 8.0 g/L and 10.0 g/L taurine. Glucose consumption for 4.0 g/L taurine was 2.31, 0.39 and 1.02 times for 1, 2, and 3 d than that of the control (Fig. 2b), however, glucose consumption of 2.0 g/L taurine was 1.50 times just for 3 d. Ethanol concentration, ethanol productivity and ethanol yield for 4.0 g/L taurine were separately increased by 8.59, 9.00 and 8.76 times for 1 d than that of the control (Fig. 2c–e). *M. purpureus* consumed extremely small quantities of taurine (Fig. 2f). Compared with the control (52.22, 75.54 and 55.28 U/L), just 4.0 g/L taurine contributed to an increase by 40.71% for red MonAzPs, 19.68% for yellow MonAzPs and 47.63% for orange MonAzPs for 1 d at maximum content (Fig. 2g–i). Herein, it certainly confirmed that 4.0 g/L taurine reinforced co-production of bioethanol and MonAzPs for *M. purpureus*.

**Fig. 2:**
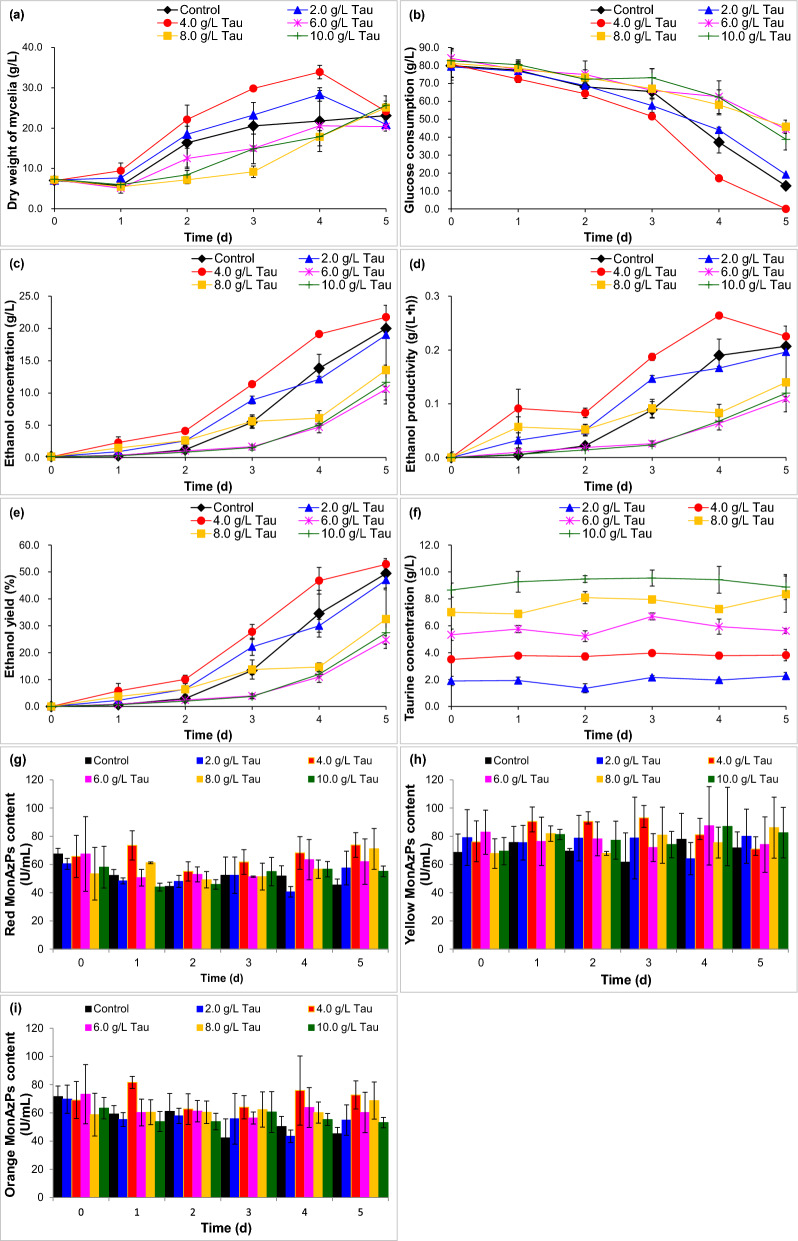
The effect of taurine (Tau) on bioethanol and MonAzPs fermentability in synthetic medium for *M. purpureus*. **a** Dry weight of mycelia; **b** glucose consumption; **c** ethanol concentration; **d** ethanol productivity; **e** ethanol yield;** f** taurine concentration; **g** red MonAzPs content; **h** yellow MonAzPs content; **i** orange MonAzPs content

It further investigated the effect of 4.0 g/L taurine on co-production of bioethanol and MonAzPs from CSH for *M. purpureus* (Fig. 3). Mycelia growth with taurine was 1.32, 2.79, 4.07 and 3.07 times for 2, 4, 6 and 8 d than that of the control, and mycelia growth with nutrients and taurine was 2.94, 2.16, 2.53 and 1.91 times than that of the control (Fig. 3a). Glucose consumption with taurine was 1.03 and 1.08 times for 6 and 8 d than that of the control, and glucose consumption with nutrients and taurine was 2.21, 1.75 and 1.59 times for 4, 6 and 8 d than that of the control (Fig. 3b). Xylose consumption with taurine was 2.64, 2.59 and 2.38 times for 4, 6 and 8 d than that of the control, and xylose consumption with nutrients and taurine was 2.65 times for 4 d than that of the control (Fig. 3c). Ethanol concentration, ethanol productivity and ethanol yield with taurine at the maximum were separately enhanced by 1.56, 1.58 and 1.60 times than those of the control (Fig. 3d–f). *M. purpureus* consumed extremely small quantities of taurine in CSH (Fig. 3g). Compared with the control (27.81, 36.17 and 35.33 U/L), 4.0 g/L taurine contributed to an increase of 54.19% for 6 d, 55.07% for 4 d and 40.87% for 4 d at maximum content separately for red, yellow and orange MonAzPs in CSH (Fig. 3h–j). Taurine also contributed to another increase by 82.82% for red MonAzPs, 63.25% for yellow MonAzPs and 71.15% for orange MonAzPs for 4 d in CSH with nutrients when compared with the control (15.72, 25.96 and 21.77 U/L). Therefore, it illustrated that taurine promoted co-production of bioethanol and MonAzPs from CSH for *M. purpureus*.

**Fig. 3:**
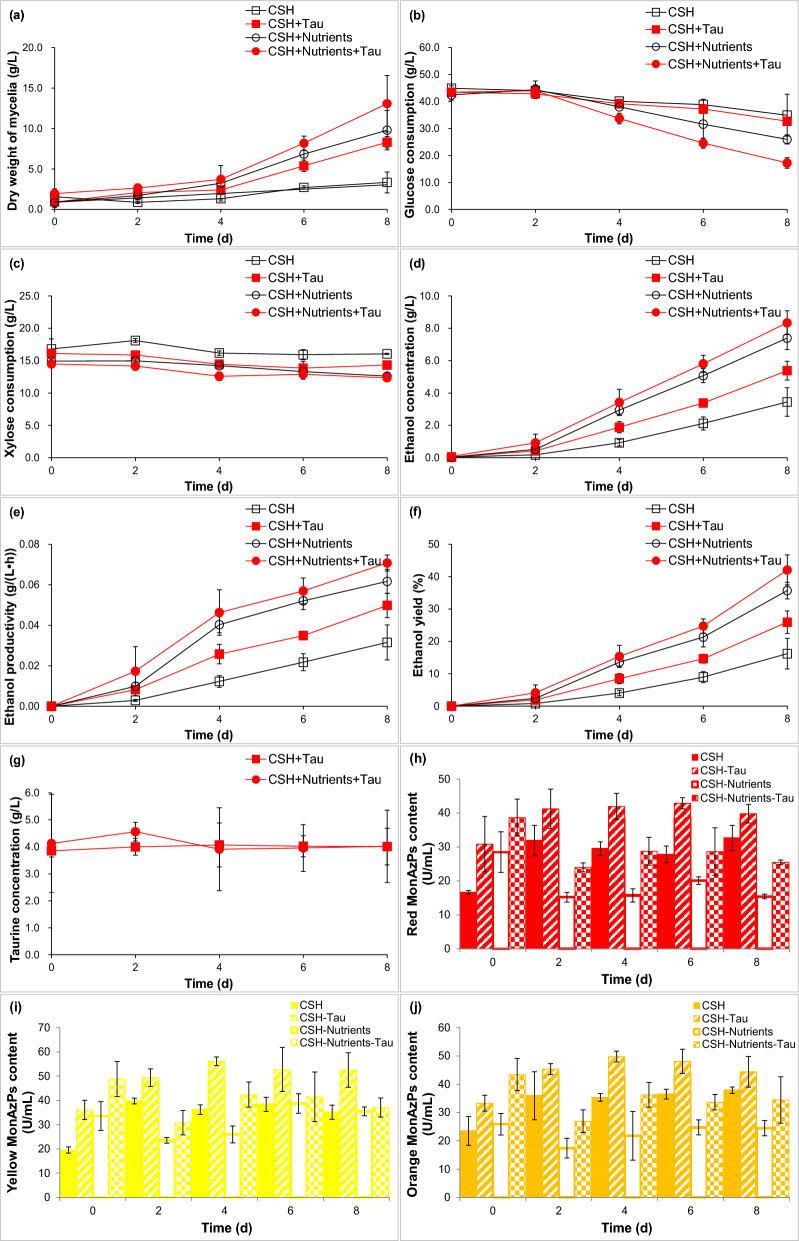
The effect of taurine on bioethanol and MonAzPs fermentability in CSH for *M. purpureus*. **a** Dry weight of mycelia; **b** glucose consumption; **c** xylose consumption; **d** ethanol concentration; **e** ethanol productivity; **f** ethanol yield; **g** taurine concentration; **h** red MonAzPs content; **i** yellow MonAzPs content; **j** orange MonAzPs content

### Is the promotional effect of taurine universal for biorefinery fermenting strains?

It also assayed the universality of the promotional effect of taurine for the other biorefinery strains. Compared with the control, 2.0, 4.0, 6.0 and 8.0 g/L taurine obviously inhibited cell growth, glucose consumption and bioethanol production for *Z. mobilis* ZM4 (Additional file 1: Fig. S2). 1.4, 2.8, 4.2 and 5.6 g/L taurine also suppressed mycelia growth, glucose consumption, xylose consumption and itaconic acid accumulation for *A. terreus* (Additional file 1: Fig. S3). Surely, almost no taurine was consumed by the two biorefinery fermenting strains. Herein, the promotional effect of taurine was not universal for all fermenting strains.

### Transcriptional profiling of *M. purpureus* treated with taurine

Here, it further carried out de novo RNA-Seq to uncover gene transcriptional change of *M. purpureus* treated with taurine (Additional file 1: Fig. S4).

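De novo RNA-Seq sequences the RNA of a sample and assembles the transcripts from the reads themselves, without a reference genome. Mycelia of *M. purpureus* were grown for 1 d in fermentation medium with 4.0 g/L taurine or without it (the control), and RNA extracted with TRIzol was sequenced by BGI Genomics, with 3 libraries in each group. For each of 24261 assembled transcripts (unigenes, named by their TRINITY identifiers) the authors deposited the length, the annotation, the FPKM (fragments per kilobase of transcript per 1000000 fragments) in each library and their own comparison of the groups. The aligner and the tool that gave FPKM are not given in the sources used here. FPKM was listed for 20581 unigenes and for none of the others, whose median length was 182 bases. FPKM summed to 863693, 797244 and 854031 in control replicates 1, 2 and 3, and to 841826, 865009 and 831359 in taurine replicates 1, 2 and 3. The number of fragments behind each library was estimated from the steps between low FPKM values, by a rule set after the data were seen, and came to 18825997, 18467218 and 19030959 for the control and 19247544, 19107129 and 19225575 for the taurine libraries. On unigenes of at most 450 bases, between 81.9% and 85.2% of low values per library lay within 0.1 of a whole number of fragments, against 20% for values spread evenly. The size of 1 fragment was taken from common low values of the same libraries. Part of this share is therefore built in, and it is not an independent check. In these libraries 1 fragment was worth an FPKM of 7.74 to 16.6 on a unigene of 220 bases, and of 0.252 to 0.290 on a unigene of 500 bases. FPKM is not a count, so log2(FPKM + 1) was tested with limma, two-sided, on the 20380 unigenes with a mean FPKM of at least 0.1. Each log2 fold change is taurine minus control on this scale, which understates the change of low transcripts. Where every library of a group was listed at 0, only the difference in mean log2(FPKM + 1) is given, which depends on the pseudocount and is not a fold change. Sets of transcripts were tested with fry from the limma package. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1. Isoforms of 1 gene share fragments that the authors' counting could have split, so the values of single isoforms are uncertain. The actin transcript with the highest mean FPKM, TRINITY_DN1742_c0_g1_i1-S3A, had an FPKM of 1189.6 ± 60.2 (SD, n = 3) in the control and 1238 ± 33.8 (SD, n = 3) with taurine, a log2 fold change of 0.058 (SE 0.099). The groups are named as the deposited columns name them. Fold changes in Table S3 equal those of the authors' deposited table with the sign reversed, within 0.006, for 477 of 481 transcripts. The values cannot settle whether the ratios in Table S3 were taken as control over taurine or the columns carry exchanged names, so each direction given for these libraries holds as far as the column names do.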

To validate the reliability of RNA-Seq sequencing data, it randomly selected 11 genes of central carbon metabolism to carry out qRT-PCR assays, such as *ACO* (aconitase), *ADH* (alcohol dehydrogenase), *CS* (citrate synthase), *ENO* (enolase), *GLK* (6-phosphofructokinase), *GND* (6-phosphogluconate dehydrogenase), *PEPCK* (phosphoenolpyruvate carboxylase), *PDH* (pyruvate dehydrogenase), *PFK* (phosphofructokinase), *PGM* (phosphoglycerate mutase) and *SCS* (succinate-CoA ligase). As shown in Additional file 1: Fig. S4a, RNA-Seq data were approximately in accordance with qRT-PCR data with 0.81 of R square ranging from − 0.48 to + 0.93, and thus indicating that the sequencing data were reliable and could be used to the further study [34].

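The NR database collects protein sequences of all organisms, and the authors' annotation lists for each unigene the proteins it matched best. Of the 24261 unigenes, 18810 had a hit in NR, and the best hit named *M. purpureus* for 15731 of them, a share of 83.6% (95% Wilson interval 83.1% to 84.2%). The genus of the best hit was *Monascus* for 84.3%, *Aspergillus* for 10.3% and *Penicillium* for 1.52% of the unigenes with a hit. These shares count unigenes by their best hit and do not measure identity of sequence. Counting only the 16944 unigenes with a hit and a mean FPKM of at least 0.1 moved the share most, to 84.7% (84.2% to 85.2%).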

Firstly, it illustrated that the isolate shared 83.27% similarity of *M. purpureus* in Non-Redundant (NR) Protein Sequence Database (Additional file 1: Fig. S4b). Therefore, the isolate was further identified as *M. purpureus* strain.

1148 DEGs (597 up- and 551 down-regulated genes) and 169 significantly DEGs (124 up- and 45 down-regulated genes) were screened (Additional file 1: Fig. S4c). 

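On the ratio of the group means of FPKM, 18521 unigenes were above 0 in both groups, and 370 of them were lower with taurine by a log2 ratio of 2 or more, while 280 were higher. For 1096 further unigenes every control library was listed at 0, and for 964 every taurine library, so they have no ratio. Fragments could be estimated for 648 of the unigenes past 2, and 255 of these (39.4%) held at most 5 fragments in every library. Control replicate 2 had the highest value for 223 of the 370 lower unigenes (60.3%), and without that library 269 were lower and 281 higher. A minimum mean FPKM of 1 moved these numbers most, to 128 lower and 88 higher. With a log2 fold change of 2 or more on the log2(FPKM + 1) scale and an unadjusted p at or under 0.001 from limma, 14 unigenes were higher and 6 lower with taurine. In the authors' deposited table the paper's 124 and 45 are found at a p at or under 0.05, while 0.001 gives 30 and 14. The test and the scale of the fold change differ too, so the counts are not matched. Leaving out any 1 library raised the number found here from 20 to between 42 and 53, and the library left out decided which direction held more of these unigenes. There were 22 higher and 23 lower without control replicate 1, 14 and 28 without control replicate 2, and 20 and 31 without control replicate 3. Without taurine replicates 1, 2 and 3 there were 41 higher and 8 lower, 42 and 9, and 44 and 9. At a Benjamini-Hochberg adjusted p at or under 0.05 from limma, 5 unigenes were higher and 3 lower, and 543 had an unadjusted p under 0.05. The number past the adjusted threshold was 16 without control replicate 2, 5 without control replicate 3, 3 without taurine replicate 1 and 13 without taurine replicate 2. It was 1 with fragments estimated from FPKM and tested by limma voom, an alternative added after the data were seen. The largest rise was that of TRINITY_DN7828_c0_g1_i1-C1A, listed at 0 in every control library and at 12.5, 9.96 and 11.6 with taurine, a difference of 3.62 in mean log2(FPKM + 1) (SE 0.18, adjusted p = 0.0122 from limma). TRINITY_DN7107_c0_g1_i1-S3A and TRINITY_DN9599_c0_g1_i1-S2A followed with 3.53 and 3.21. The largest fall was that of TRINITY_DN10488_c0_g1_i1-C3A, at 7.72, 16.6 and 13.1 in the control and listed at 0 in every taurine library, a difference of -3.69 in mean log2(FPKM + 1) (SE 0.29, adjusted p = 0.0288 from limma), followed by TRINITY_DN4728_c0_g1_i1-C2A with -3.22 and TRINITY_DN10477_c0_g1_i1-S3A with -3.20. These 6 unigenes are 219 to 239 bases long, and each value above 0 stands for 1 or 2 fragments. Among unigenes of at least 500 bases, a limit chosen after the data were seen, 0 of 15291 passed the adjusted threshold and 364 had an unadjusted p under 0.05.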

For significant DEGs, it specially included several specific DEGs involving with major facilitator superfamily (MFS), fungal specific transcription factor domain (FSTFD), AMP-binding enzyme (ABE) and serine hydrolase (FSH1) (Additional file 1: Fig. S4c).

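By the Pfam annotation of the unigenes, limma tested 347 transcripts with the domain of the major facilitator superfamily (MFS), transporters that move solutes across membranes, 294 with the fungal specific transcription factor domain (FSTFD), 64 with the AMP-binding enzyme domain (ABE) and 12 with the serine hydrolase domain FSH1. In each of these 4 families 0 transcripts passed an adjusted p of 0.05. An unadjusted p under 0.05 was reached by 5 MFS transcripts that were higher and 1 that was lower with taurine, by 1 FSTFD transcript in each direction, and by 0 of ABE and FSH1. Control replicate 2 held the highest value for 131 MFS, 113 FSTFD, 20 ABE and 8 FSH1 transcripts. A log2 ratio of the group means of 2 or more in size was found for 19 MFS, 6 FSTFD, 8 ABE and 3 FSH1 transcripts.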

For GO analysis, molecular function was the most enriched (Additional file 1: Fig. S4d), followed by biological process and cellular component, and thus indicating that molecular function especially for kinase activity (GO:0016301) and translation elongation factor activity (GO:0003746) would be responsible for the promotional effect of taurine on co-production of bioethanol and MonAzPs for *M. purpureus*. For KEGG analysis, it enriched pyrimidine metabolism, purine metabolism, beta-alanine metabolism and glutathione metabolism (Additional file 1: Fig. S4e), and thus suggesting that the above pathways would relate with the promotional effect of taurine for *M. purpureus*.

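KEGG assigns enzymes to metabolic pathways, and 12477 unigenes carried a KEGG annotation. Fry tests whether the members of a set move together between the groups. Pyrimidine metabolism (87 transcripts) had a median log2 fold change of 0.074, with 57 higher and 30 lower with taurine, and an adjusted p = 0.783 from fry in limma over the 9 sets tested. Purine metabolism (222 transcripts) had the lowest p of the 9 sets, with a median of 0.034, 130 members higher and 92 lower, and an adjusted p = 0.737 from the same limma test. For beta-alanine metabolism (121 transcripts) the median was 0.022 and the adjusted p = 0.783 from limma. For glutathione metabolism (126 transcripts) the median was -0.0072 while the fitted direction of the set was up, with an adjusted p = 0.994 from limma. Its median changed sign under 8 of 18 alternatives. Leaving out control replicate 2 moved pyrimidine metabolism most, to a median of -0.00011. No member of these 4 sets passed an adjusted p of 0.05 from limma, and an unadjusted p under 0.05 was found for 5 pyrimidine, 7 purine, 2 beta-alanine and 3 glutathione transcripts. Of the transcripts past a log2 fold change of 2 and an unadjusted p of 0.001, 1 of 11624 with a KEGG annotation was called, and it lay in 0 of the 4 sets, so a test of enrichment has no call to count. With limma voom on the estimated fragments 13 transcripts were called, 2 of them in pyrimidine metabolism (adjusted p = 0.00825, Fisher's exact test), 3 in purine (0.00690), 1 in beta-alanine (0.127) and 2 in glutathione metabolism (0.0111). The pyrimidine and glutathione calls are the same 2 isoforms of 1 gene, 1 higher and 1 lower with taurine, and these isoforms are also 2 of the 3 purine calls.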

Additional file 1: Fig. S4 presents the enriched metabolic pathways of taurine in KEEG database, and pyrimidine metabolism was the most enriched pathway. For *M. purpureus*, taurine was possibly catalyzed to 5-glutamyl-taurine by gamma-glutamyltranspeptidase (EC 2.3.2.2) according to gene encoding information. However, the three *GGT* genes, including *TRINITY_DN619_c0_g1_i1-C1A*, *TRINITY_DN619_c0_g1_i2-C1A* and *TRINITY_DN619_c0_g1_i3-C1A* were separately downregulated by 0.11-, 0.05- and 0.14-fold for *M. purpureus* when treated with taurine, and the other one (*TRINITY_DN9906_c0_g1_i1-S1A*) was just upregulated by 0.15-fold (Additional file 1: Fig. S5). The relative very low gene transcription of *GGT* could be used to elucidate that *M. purpureus* consumed extremely small quantities of taurine.

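*GGT* encodes gamma-glutamyltranspeptidase, which transfers a glutamyl group to an acceptor such as taurine. The FPKM of TRINITY_DN619_c0_g1_i1-C1A was 16.4 ± 1.06 (SD, n = 3) in the control and 18.0 ± 2.75 (SD, n = 3) with taurine, a log2 fold change of 0.12 (SE 0.13). It lay between 0.031 and 0.24 when 1 library was left out. For TRINITY_DN619_c0_g1_i2-C1A the FPKM was 7.57 ± 1.31 and 7.99 ± 0.0513, a log2 fold change of 0.079 (SE 0.14), which became -0.0029 without control replicate 1. TRINITY_DN619_c0_g1_i3-C1A had 7.77 ± 0.369 in the control and 8.69 ± 0.344 with taurine, a log2 fold change of 0.14 (SE 0.11), and its 3 taurine libraries all lay above its 3 control libraries (exact permutation test, p = 0.1), with a difference larger than the SD of either group. TRINITY_DN9906_c0_g1_i1-S1A had 7.88 ± 0.918 and 7.24 ± 0.572, a log2 fold change of -0.11 (SE 0.13), which became -0.024 without control replicate 2 and -0.0068 with sample quality weights. Each of the 4 transcripts had an adjusted p = 0.999 from limma over all tested unigenes. Taken as a set, 3 of 4 were higher with taurine, with a median log2 fold change of 0.099 and an adjusted p = 0.783 from fry in limma. The setting that moved the median most was leaving out control replicate 1, with 0.033.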

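Over the 6 libraries the mean FPKM of TRINITY_DN619_c0_g1_i1-C1A was 17.2, above 77.5% of the 20380 tested unigenes. TRINITY_DN619_c0_g1_i3-C1A had a mean of 8.23, TRINITY_DN619_c0_g1_i2-C1A of 7.78 and TRINITY_DN9906_c0_g1_i1-S1A of 7.56, which placed them above 68.7%, 68.0% and 67.7% of the tested unigenes. The median of the mean FPKM over all tested unigenes was 2.45.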

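Across unigenes, the Pearson correlation of log2(FPKM + 1) was 0.906 to 0.936 between control libraries, with a mean of 0.919, and 0.931 to 0.935 between taurine libraries, with a mean of 0.934. Between a control and a taurine library it was 0.908 to 0.939, with a mean of 0.927. Unigenes are not independent replicates, so these correlations carry no test. The pseudocount moved them most, and with 0.1 in place of 1 the mean between groups was 0.834. The median log2 fold change of all tested unigenes was 0.022. Among the 11790 unigenes of at least 500 bases with a mean FPKM of at least 1, the 3 control and the 3 taurine libraries did not overlap for 712 (6.04%), where chance gives 10%.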

In conclusion, taurine contributed to gene transcription change for *M. purpureus*.

### Gene transcription of central carbon metabolism for *M. purpureus* treated with taurine

Here, for the enhanced sugar consumption and ethanol accumulation for *M. purpureus* treated with taurine, gene transcription of central carbon metabolism was also investigated (Additional file 1: Table S2). Four genes, including *GLK* (glucokinase), *GPM* (phosphoglycerate mutase), *ENO* (enolase) and *ADH* (alcohol dehydrogenase) of glycolysis, were separately upregulated by 3.47-, 2.19-, 2.47- and 2.47-fold (Fig. 4), and thus indicating glycolysis pathway was partially activated by 4.0 g/L taurine. 

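These transcripts were identified by their fold change in Table S2, after its values had been seen. TRINITY_DN1298_c0_g1_i2-C2A (*GLK*, 466 bases) was listed at 0 in 5 libraries and had an FPKM of 2.35 in control replicate 2, about 6.62 estimated fragments. TRINITY_DN4619_c0_g1_i1-C2A (*ENO*, 395 bases) was likewise above 0 only in control replicate 2, at 1.84 and 3.01 fragments. TRINITY_DN5525_c0_g1_i1-C3A (*ADH*, 410 bases) was above 0 only in control replicate 3, at 1.47 and 3.01 fragments. TRINITY_DN417_c0_g1_i6-S3A, which the paper lists as *GPM* and the deposited annotation as a phosphoglucomutase, had 0, 0.63 and 0.30 in the control and 0.22, 0 and 0 with taurine. The differences in mean log2(FPKM + 1) were -0.58 (*GLK*), -0.27 (*GPM*), -0.50 (*ENO*) and -0.43 (*ADH*), each with an adjusted p = 0.999 from limma. Without control replicate 2 the *GPM* difference was -0.094. Most of the signal under each enzyme name of Table S2 lay in other transcripts, and the most abundant of these belong to other assembled genes. The sums below pool all transcripts under an enzyme name. They do not give the total of the gene of a named transcript. Summed over the 18 *GLK* transcripts of Table S2, FPKM was 407 ± 135 (SD, n = 3) in the control and 351 ± 17.1 (SD, n = 3) with taurine. The 9 *ENO* transcripts summed to 3284 ± 1869 and 2528 ± 248, the 10 *PGM* transcripts to 453 ± 31.9 and 463 ± 8.51, and the 36 *ADH* transcripts to 4351 ± 2973 and 3024 ± 153. None of these sums separated the groups (exact permutation tests, p = 0.7 for *GLK* and *ENO*, 0.9 for *PGM* and 0.8 for *ADH*). The glycolysis and ethanol set of Table S2, 111 transcripts from *GLK* to *ADH*, had a median log2 fold change of -0.090, with 44 members higher and 67 lower with taurine, and an adjusted p = 0.974 from fry in limma. Leaving out control replicate 2 moved it most and changed its direction, to a median of 0.10 (adjusted p = 0.795 from limma). The lowest unadjusted p in the set was 0.057 from limma, and 8 of 111 members had groups that did not overlap, where chance gives 10%.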

The enhanced gene expression of glycolysis could be used to partially elucidate taurine contributing to the increase of glucose consumption and ethanol accumulation for *M. purpureus*. For TCA (tricarboxylic acid cycle) pathway, just both *ACO* (aconitase) and *SCS* (succinyl-CoA synthetase) were differentially upregulated by 3.49-fold and differentially downregulated by 2.65-fold, respectively. Therefore, taurine changed gene transcriptional level of central carbon metabolism for *M. purpureus*.

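TRINITY_DN7093_c0_g1_i1-C1A (*ACO*), which has the Pfam aconitase domain and is annotated in KEGG as homoaconitate hydratase, had an FPKM of 2.96, 4.38 and 0 in control replicates 1, 2 and 3 and was listed at 0 in every taurine library. About 3 fragments stood behind each of its values above 0. Its difference in mean log2(FPKM + 1) was -1.47 (SE 0.63, adjusted p = 0.999 from limma; exact permutation test, p = 0.4). TRINITY_DN4396_c0_g3_i1-S3A (*SCS*, 512 bases) had 0, 0.27 and 0 in the control and 0.74, 0 and 0.98 with taurine, at most 4 fragments per library, and a log2 fold change of 0.48 (SE 0.34, adjusted p = 0.999 from limma). The 9 *ACO* transcripts of Table S2 summed to an FPKM of 835 ± 62.4 (SD, n = 3) in the control and 879.8 ± 68.2 (SD, n = 3) with taurine, and the tested *SCS* transcripts to 1017 ± 63.5 and 1034 ± 8.96. The TCA cycle set of 59 transcripts had a median log2 fold change of -0.0052, with 28 higher and 31 lower, and an adjusted p = 0.974 from fry in limma. The median and the direction from fry both turned upward without control replicate 2 (median 0.0094), without taurine replicate 2 (0.011) and with sample quality weights (0.021). With limma voom on estimated fragments the median was 0.0020 and the direction from fry stayed downward.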

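The pentose phosphate and xylose set of Table S2 had 31 tested transcripts, 20 of them higher and 11 lower with taurine. Its median log2 fold change was 0.038, with an adjusted p = 0.783 from fry in limma. The median moved most, to 0.081, when control replicate 3 was left out. Across the glycolysis, TCA cycle and pentose phosphate sets together, no transcript passed an adjusted p of 0.05 from limma, and 2 transcripts, both of the TCA cycle set, had an unadjusted p under 0.05. Groups did not overlap for 6 of 59 TCA cycle transcripts and 1 of 31 pentose phosphate transcripts, where chance gives 10%.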

**Fig. 4:**
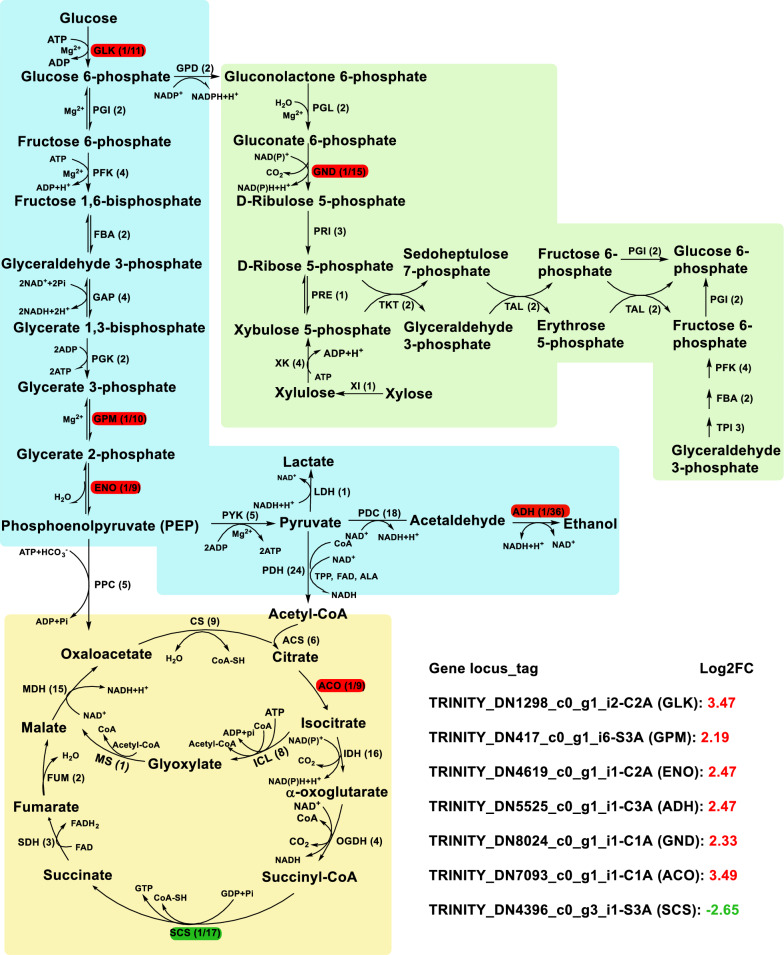
The effect of taurine on gene transcriptional profiling of central carbon metabolism for *M. purpureus*. The abbreviated enzymes were the following: ACO (aconitase), acetyl-CoA synthetase (ACS), ADH (alcohol dehydrogenase), CS (citrate synthase), ENO (enolase), FBA (fructose 1,6-bisphosphate aldolase), FUM (fumarase), GAP (glyceraldehyde 3-phosphate dehydrogenase), GLK (glucokinase), GND (6-phosphogluconate dehydrogenase), GPD (glucose-6-phosphate dehydrogenase), GPM (phosphoglycerate mutase), ICL (isocitrate lyase), IDH (isocitrate dehydrogenase), LDH (lactate dehydrogenase), MDH (malate dehydrogenase), MS (malate synthase), OGDH (α-oxoglutarate dehydrogenase), PDC (pyruvate decarboxylase), PDH (pyruvate dehydrogenase complex), PFK (phosphofructokinase), PGI (phosphoglucose isomerase), PGK (phosphoglycerate kinase), PGL (6-phosphogluconolactonase), PPC (phosphoenolpyruvate carboxylase), PRE (5-phosphate ribulose epimerase), PRI (5-phosphoribose isomerase), PYK (pyruvate kinase), SCS (succinyl-CoA synthetase), SDH (succinate dehydrogenase), TAL (transaldolase), TKT (transketolase), TPI (triose-phosphate isomerase), XI (xylose isomerase) and XK (xylulose kinase). FC indicated foldchange

### Gene transcription of MonAzPs synthesis pathway for *M. purpureus* treated with taurine

According to the previously assumed framework [11], it investigated gene transcription of MonAzPs biosynthesis pathway for *M. purpureus* (Additional file 1: Table S3; Fig. 5). The gene cluster for MonAzPs biosynthetic of the isolate was shared the nearest similarity with that of *M. purpureus* CGMCC 3.19586 (MK764694.1) after aligning the data from de novo RNA-Seq.

**Fig. 5:**
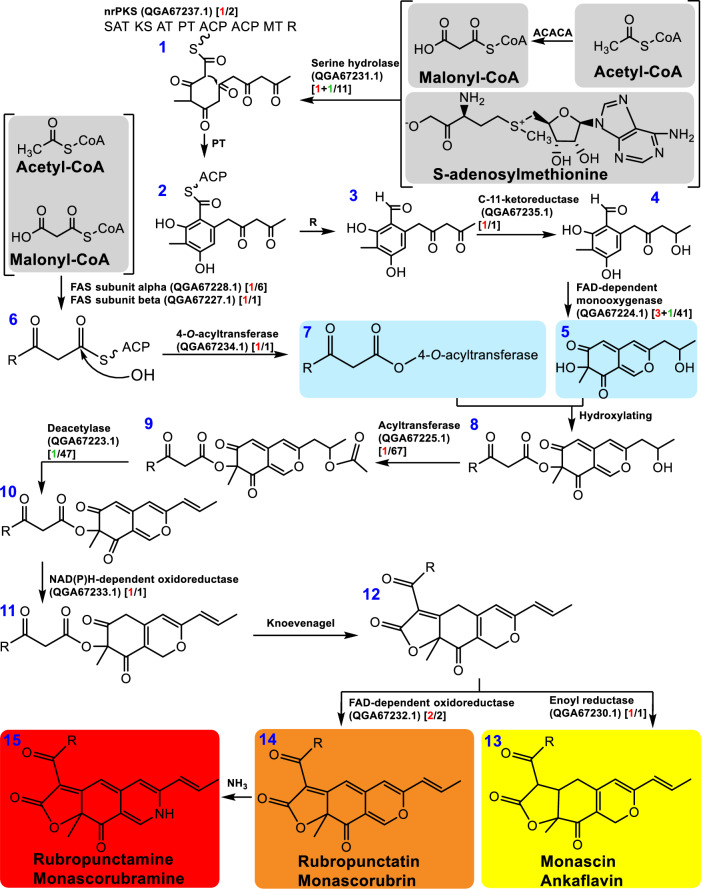
The effect of taurine on gene transcriptional profiling of MonAzPs biosynthesis for *M. purpureus*. The abbreviated enzymes were the following: ACP (acyl carrier protein), AT (acyl transferase), FAS (fatty acid synthase), KS (ketoacyl synthase), MT (methyltransferase), nrPKS (non-reducing polyketide synthase), PT (product template), release (R) and SAT (starter acyltransferase). The numbers marked red and green on the left of slash were separately the upregulated and downregulated genes in square brackets, and the ones on the right of slash were the total numbers of encoding genes. The colored red, orange and yellow rectangular indicated the three kinds of pigments, respectively. The blue Arabic figures indicated the order of the compounds

#### The enhanced enzyme-free intermediate biosynthesis

Three substrates malonyl-CoA, acetyl-CoA and SAM were catalyzed by serine hydrolase to synthesize hexaketide intermediate 1. 

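Of the serine hydrolase transcripts, TRINITY_DN2481_c0_g1_i2-C2A had an FPKM of 0.23, 0.73 and 0.02 in control replicates 1, 2 and 3 and 0, 0.03 and 0.04 in taurine replicates 1, 2 and 3. Its log2 fold change was -0.34 (SE 0.29, adjusted p = 0.999 from limma), the exact permutation p = 0.3. TRINITY_DN4092_c0_g2_i1-S2A, of 349 bases, was listed at 0 in every control library and had 0, 1.51 and 0.81 with taurine, about 1.99 and 1.01 estimated fragments in replicates 2 and 3. Its difference in mean log2(FPKM + 1) was 0.73 (SE 0.38, adjusted p = 0.999 from limma).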

One serine hydrolase gene (*TRINITY_DN2481_c0_g1_i2-C2A*) was differentially upregulated by 4.09-fold, and the other (*TRINITY_DN4092_c0_g2_i1-S2A*) was downregulated by 2.44-fold. 

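The nrPKS transcript TRINITY_DN2093_c0_g1_i1-C2A, of 7024 bases, had an FPKM of 0.15, 7.63 and 0.22 in the control libraries and 0.17, 0.18 and 0.12 in the taurine libraries. The log2 fold change was -0.99 (SE 0.79, adjusted p = 0.999 from limma). It rests on control replicate 2, without which it was -0.035.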

For azaphilone polyketide biosynthesis, as MrPigG-type putative serine hydrolases, one of the non-reducing polyketide synthase (nrPKS) genes (*TRINITY_DN2093_c0_g1_i1-C2A*) responsible for the assembly of a hexaketide intermediate 1 was differentially upregulated by 4.16-fold. The first aromatic ring of the intermediate 2 happened after an aldol cyclization mediated by a product template (PT) and the resulting intermediate 3 was from the specific NADPH-dependent reductive release domain of nrPKS. C-11-ketoreductase could reduce ω-1 carbonyl to alcohol to avoid spontaneous aldol cyclization of the substrate 3 and produce the first stable enzyme-free MonAzPs intermediate 4 [33], MrPigC (*TRINITY_DN2796_c1_g1_i2-C2A*) encoding C-11-ketoreductase was just significantly differentially upregulated by 23.30-fold. 

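MrPigC was listed at 0 in 5 of the 6 libraries and had an FPKM of 6.04 in control replicate 2. Its difference of -0.94 in mean log2(FPKM + 1) (SE 0.78) has an adjusted p = 0.999 from limma and comes from that library alone, and no ratio can be given against a group listed at 0.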

In all, the above DEGs of enzyme-free intermediate biosynthesis could be used to support the promotional effect of taurine on MonAzPs production for *M. purpureus*.

#### The enhanced formation of the acylated pyran ring system

For *M. purpureus*, there were three genes encoding MrPigN (FAD-dependent monooxygenase) responsible for the hydroxylation of C-4 of the intermediate 4 and the production of pyran ring. 

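The FPKM of TRINITY_DN7576_c0_g1_i1-C2A was 4.26, 105 and 1.14 in the control libraries and 2.30, 1.90 and 1.01 in the taurine libraries, a log2 fold change of -1.99 (SE 1.37) that was -0.32 without control replicate 2. TRINITY_DN3165_c0_g1_i1-S2A had 0.94, 1.43 and 0 in the control and 0, 0.61 and 0 with taurine, a log2 fold change of -0.52 (SE 0.42), which was -0.25 without control replicate 2 and 0.0055 with sample quality weights. TRINITY_DN10522_c0_g1_i1-S1A, of 304 bases, was listed at 0 in every control library and had 3.06, 1.35 and 0 with taurine, 2.00 and 1.00 estimated fragments in replicates 1 and 2. Each of these *MrPigN* transcripts had an adjusted p = 0.999 from limma.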

Two genes (*TRINITY_DN3165_c0_g1_i1-S2A* and *TRINITY_DN7576_c0_g1_i1-C2A*) were upregulated by 2.07- and 4.43-fold, respectively, and one (*TRINITY_DN10522_c0_g1_i1-S1A*) was downregulated by 2.40-fold. Although *FAS* (fatty acid synthase) was one key gene for gene cluster of aflatoxin biosynthesis, the MrPigJ (FAS subunit alpha) and MrPigK (FAS subunit beta) also participated in the production of β-keto fatty acid and the side chain fatty acyl moiety of MonAzPs. For MonAzPs production, FAS could catalyze acetyl-CoA and malonyl-CoA to produce intermediate 6. 

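For FAS subunit alpha (TRINITY_DN1_c0_g3_i2-C2A) the FPKM was 0.56, 16.3 and 0.18 in control replicates 1, 2 and 3 and 0.44, 0.22 and 0.30 in the taurine libraries. For FAS subunit beta (TRINITY_DN1250_c0_g1_i1-C2A) it was 0.55, 13.6 and 0.21 in the control and 0.35, 0.27 and 0.20 with taurine. The log2 fold changes were -1.27 (SE 1.00) and -1.24 (SE 0.93), each with an adjusted p = 0.999 from limma, and became -0.043 and -0.11 without control replicate 2.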

Here, *TRINITY_DN1_c0_g3_i2-C2A* (FAS subunit alpha) and *TRINITY_DN1250_c0_g1_i1-C2A* (FAS subunit beta) were differentially upregulated by 4.20- and 4.16-fold, respectively. The gene (*TRINITY_DN7828_c0_g1_i1-C2A*) encoding MrPigD 4-*O*-acyltransferase catalyzing intermediate 6 to produce intermediate 7 was upregulated by 3.99-fold. 

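In control replicate 2 the FPKM of this transcript was 124, against 5.81 and 1.71 in control replicates 1 and 3 and 3.24, 3.08 and 2.04 with taurine. The log2 fold change was -1.82 (SE 1.33, adjusted p = 0.999 from limma). Without control replicate 2 it was -0.20, and with sample quality weights it was 0.050.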

The two intermediates 5 and 7 were hydroxylated and synthesized intermediate 8. Acyltransferase and deacetylase, predicted the orthologous protein relatives widespread for ascomycete fungi and synthesized the putative *O*-11 acetyl intermediate, were related with the elimination of the ω-1 alcohol. 

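TRINITY_DN1218_c0_g1_i4-C1A had an FPKM of 3.02, 0 and 1.52 in the control libraries and 0, 0.38 and 0.11 in the taurine libraries, a log2 fold change of -0.91 (SE 0.53). It lay between -1.47 (without control replicate 2) and -0.46 (without control replicate 1) when 1 library was left out, and was -0.012 with isoforms summed to genes. TRINITY_DN10365_c0_g1_i1-S1A, a unigene of 407 bases whose Pfam domain is that of the Sin3 associated polypeptide SAP18, was listed at 0 in every control library and had 1.42, 1.35 and 0.46 with taurine, 3.00, 3.00 and 0.991 estimated fragments. Its difference in mean log2(FPKM + 1) was 1.02 (SE 0.29), and its groups did not overlap (exact permutation test, p = 0.1), which 10% of transcripts do by chance. For both, the adjusted p = 0.999 from limma.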

*TRINITY_DN1218_c0_g1_i4-C1A* encoding MrPigM catalyzing intermediate 8 to produce intermediate 9 and *TRINITY_DN10365_c0_g1_i1-S1A* encoding MrPigO catalyzing intermediate 9 to produce intermediate 10 were upregulated by 3.25-fold and downregulated by 3.64-fold, respectively. 

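Of the MonAzPs transcripts the text names by identifier, TRINITY_DN9652_c0_g2_i1-C2A had the highest single FPKM, 277 in control replicate 2. The other control libraries had 6.53 and 3.20, and the taurine libraries 3.33, 4.22 and 2.42. The log2 fold change of -2.28 (SE 1.51, adjusted p = 0.999 from limma) was -0.40 without control replicate 2.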

*TRINITY_DN9652_c0_g2_i1-C2A* was significantly differentially upregulated by 4.85-fold, which encodes NAD(P)H-dependent oxidoreductase (MPsGeE) catalyzing intermediate 10 to produce the resulting intermediate 11. Herein, the augmented gene expression of acylated pyran ring system could be used to elucidate the promotional effect of taurine on MonAzPs production for *M. purpureus*.

#### The enhanced MonAzPs synthesis

Knoevenagel cyclization of intermediate 12 led to the yellow, orange and red MonAzPs. Enoyl reductase (MPsGeH) catalyzed intermediate 12 to produce yellow pigments 13, and its encoding gene (*TRINITY_DN4418_c0_g1_i1-C2A*) was upregulated by 3.42-fold. 

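*MPsGeH* had an FPKM of 7.30, 162 and 3.06 in control replicates 1, 2 and 3 and 4.72, 8.31 and 3.36 in the taurine libraries. Its Pfam domain is the serine hydrolase FSH1. The log2 fold change was -1.52 (SE 1.33, adjusted p = 0.999 from limma; exact permutation test, p = 0.7), and its direction changed without control replicate 2, to 0.082, and with sample quality weights, to 0.17.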

Orange pigments 14 could be directly synthesized using intermediate 12 with FAD-dependent oxidoreductase, and the two encoding genes *TRINITY_DN9652_c0_g1_i1-C2A* and *TRINITY_DN7801_c0_g1_i1-C2A* were separately upregulated by 3.76- and 5.01-fold. 

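The FPKM of TRINITY_DN9652_c0_g1_i1-C2A was 0.26, 7.79 and 0.07 in the control libraries and 0.07, 0.52 and 0 in the taurine libraries, a log2 fold change of -0.96 (SE 0.82) that became 0.018 without control replicate 2. TRINITY_DN7801_c0_g1_i1-C2A had 3.28, 143 and 1.33 in the control and 2.15, 1.55 and 1.00 with taurine, a log2 fold change of -2.16 (SE 1.49) that became -0.32 without that library. Both had an adjusted p = 0.999 from limma.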

The classical red pigments 15 originated from orange pigments 14 using endogenous amines of media (especially amino acids). Totally, the subsequent stage for MonAzPs synthesis was also enhanced at gene transcriptional level.

#### The enhanced transport and regulation of MonAzPs biosynthesis

Transport and regulation of MonAzPs biosynthesis were involved with transcription factor (MPsGeB and MPsGeI), ankyrin repeat protein (MPsGeL) and MFS multidrug transporter (MPsGeP). 

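The transcription factor *MPsGeB* (TRINITY_DN9874_c0_g1_i1-C2A) had an FPKM of 0.12, 2.38 and 0.32 in the control libraries and 0.40, 0.12 and 0.12 in the taurine libraries. Its log2 fold change was -0.50 (SE 0.46, adjusted p = 0.999 from limma) and, without control replicate 2, -0.011.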

Here, it illustrated that *TRINITY_DN9874_c0_g1_i1-C2A* (MPsGeB) was upregulated by 2.17-fold. 

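Of the 302 *MPsGeI* transcripts in Table S3, 294 had a mean FPKM of at least 0.1. No *MPsGeI* transcript passed an adjusted p of 0.05 from limma, 2 had an unadjusted p under 0.05, and 141 had a log2 fold change above 0 and 153 below 0. Summed over the tested transcripts, FPKM was 1455 ± 219 (SD, n = 3) in the control and 1415 ± 72.9 (SD, n = 3) with taurine (exact permutation test, p = 0.9). Each of 4 transcripts was above 0 in 1 library only, TRINITY_DN272_c0_g1_i20-S1A at 3.14, TRINITY_DN35_c0_g1_i7-C2A at 2.21 and TRINITY_DN272_c0_g1_i9-S1A at 0.28 in control replicate 2, and TRINITY_DN272_c0_g1_i13-S1A at 2.11 in control replicate 1. TRINITY_DN1236_c0_g1_i14-C1A had 2.04, 0 and 1.61 in the control and 0, 0 and 0.03 with taurine, a log2 fold change of -0.98 (SE 0.46). TRINITY_DN2716_c0_g1_i12-C2A had 0.37, 0.99 and 0 in the control and 0.05, 0.24 and 0 with taurine, and its log2 fold change of -0.36 was 0.0072 with sample quality weights. TRINITY_DN5238_c0_g1_i1-C2A had 0, 1.50 and 0.25 in the control and 0, 0 and 0.37 with taurine. Listed at 0 in every control library were TRINITY_DN2359_c0_g1_i5-S3A with 1.10, 0 and 0.42 in the taurine libraries, TRINITY_DN2468_c0_g1_i1-C2A with 0.60, 0 and 0.22, TRINITY_DN3869_c0_g4_i1-S1A with 0.69, 0 and 0.31 and TRINITY_DN4438_c0_g2_i1-S3A with 0.59, 0.30 and 0.31. Only for the last did the groups not overlap (exact permutation test, p = 0.1). TRINITY_DN2244_c0_g1_i2-C3A had 0.52, 0 and 0 in the control and 0.46, 1.67 and 0.11 with taurine, and TRINITY_DN3550_c0_g1_i1-S3A 0, 0.32 and 0 in the control and 0.25, 0.37 and 0.82 with taurine. With the isoforms of each gene summed, the difference in mean log2(FPKM + 1) turned from 0.50 to -0.024 for TRINITY_DN2244_c0_g1_i2-C3A and from 0.32 to -0.42 for TRINITY_DN2468_c0_g1_i1-C2A. Each of the tested transcripts named here had an adjusted p = 0.999 from limma.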

Among 302 MPsGeI encoding genes, seven transcription factor genes including *TRINITY_DN1236_c0_g1_i14-C1A*, *TRINITY_DN2716_c0_g1_i12-C2A*, *TRINITY_DN272_c0_g1_i13-S1A*, *TRINITY_DN272_c0_g1_i20-S1A*, *TRINITY_DN272_c0_g1_i9-S1A*, *TRINITY_DN35_c0_g1_i7-C2A* and *TRINITY_DN5238_c0_g1_i1-C2A*, were upregulated by 7.14, 2.37, 20.85, 21.50, 4.69, 20.99 and 2.25-fold, respectively, and another six genes including *TRINITY_DN2244_c0_g1_i2-C3A*, *TRINITY_DN2359_c0_g1_i5-S3A*, *TRINITY_DN2468_c0_g1_i1-C2A*, *TRINITY_DN3550_c0_g1_i1-S3A*, *TRINITY_DN3869_c0_g4_i1-S1A* and *TRINITY_DN4438_c0_g2_i1-S3A* were separately downregulated by 2.07, 7.23, 6.41, 2.16, 4.61 and 5.91-fold. No DEGs were found for MPsGeL. 

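The *MPsGeL* isoform TRINITY_DN2789_c0_g1_i2-C2A had an FPKM of 1.85 ± 1.36 (SD, n = 3) in the control and 0.967 ± 0.0850 (SD, n = 3) with taurine, and the isoform TRINITY_DN2789_c0_g1_i1-C2A had 0.363 ± 0.425 and 0.240 ± 0.174. Their log2 fold changes were -0.44 (SE 0.36) and -0.10 (SE 0.31), with an adjusted p = 0.999 from limma for both.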

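For *MPsGeP*, the isoform TRINITY_DN2118_c0_g1_i2-C2A had an FPKM of 1.28, 38.8 and 0.22 in the control libraries and 0.79, 0.90 and 0.40 in the taurine libraries, and TRINITY_DN2118_c0_g1_i1-C2A had 0.56, 6.47 and 0 in the control and 0, 0 and 0.16 with taurine. The deposited annotation gives them the Pfam domain of 15-O-acetyltransferase Tri3. The log2 fold changes were -1.51 (SE 1.25) and -1.11 (SE 0.74), with an adjusted p = 0.999 from limma for both. Without control replicate 2 they were 0.013 and -0.25, and with sample quality weights the former was 0.11.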

Two genes *TRINITY_DN2118_c0_g1_i1-C2A* and *TRINITY_DN2118_c0_g1_i2-C2A* (MPsGeP), a hypothetical protein in NR database annotation and MFS multidrug transporter in pfam database annotation, were upregulated by 5.53- and 4.30-fold, respectively. In all, the increased gene expression on transport and regulation could also be used to support the promotional effect of taurine on MonAzPs production for *M. purpureus*.

In conclusion, taurine contributed to the increase of gene transcription for MonAzPs biosynthesis to some extent for *M. purpureus*, especially with the upregulated genes dominant.

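The MonAzPs set holds the 33 tested transcripts of Table S3 outside the broad families *MPsGeI*, *MPsGeM*, *MPsGeN* and *MPsGeO*. Its median log2 fold change was -0.53, with 4 members higher and 29 lower with taurine, and the adjusted p = 0.783 from fry in limma. Control replicate 2 held the highest value for 29 of the 33. The median log2 difference from the mean of the 6 libraries was 1.23 in control replicate 2, against -0.27 and -0.36 in control replicates 1 and 3 and -0.33, -0.31 and -0.36 in taurine replicates 1, 2 and 3. No member had groups that did not overlap, and the lowest unadjusted p was 0.102 from limma. Leaving out control replicate 2 changed the direction, to a median of 0.0091 over 28 transcripts, 16 higher and 12 lower (adjusted p = 0.920 from fry in limma). A pseudocount of 0.01 moved the median most, to -1.76. With camera, a set test of the same package that presets the correlation between members at 0.01, the adjusted p = 0.000197 from limma, a call that fry, which takes the correlation from the residuals, did not make. From the fold changes of the steps in Fig. 5, the paper concludes that taurine increased the transcription of MonAzPs biosynthesis to some extent, with the upregulated genes dominant.

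**Figure D1:**
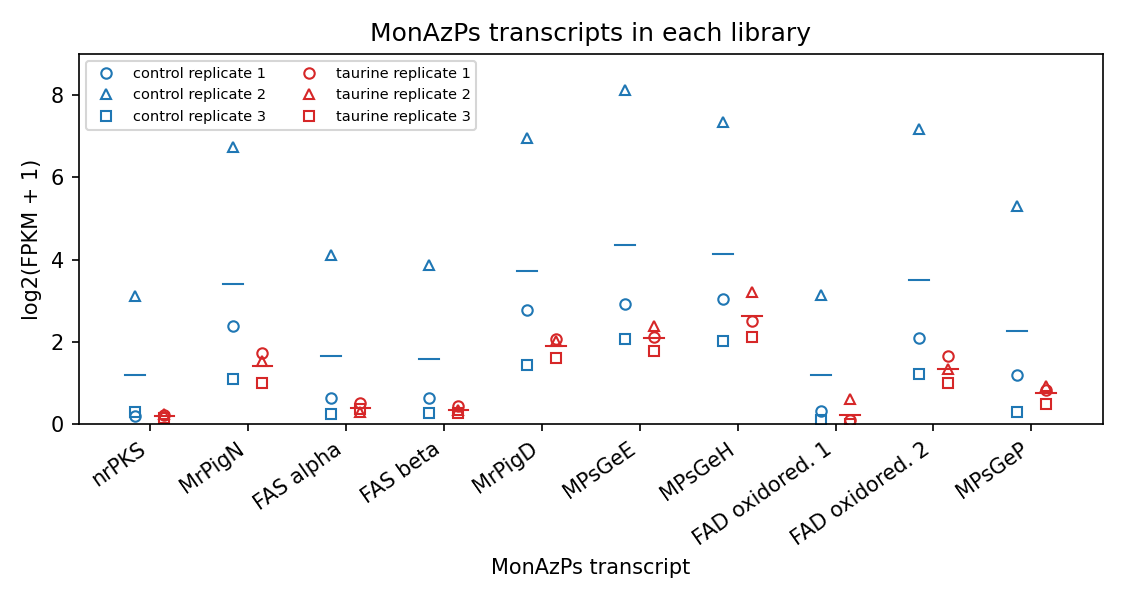
FPKM of 10 MonAzPs transcripts in each library, as log2(FPKM + 1), with 1 symbol per library, control in blue and taurine in red, and a short line at each group mean. Control replicate 2 lies above the other 5 libraries for each transcript shown, with *MPsGeE* at an FPKM of 277 there and at most 6.53 elsewhere. The 10 are only some of the MonAzPs transcripts the paper names. Others are not high in that library, such as TRINITY_DN1218_c0_g1_i4-C1A, listed at 0 in it.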

### Microscopic assays of *M. purpureus* treated with taurine

Here, it also investigated mycelia morphology and structure for *M. purpureus* treated with taurine (Fig. 6). As Fig. 6 shows, the average diameter was separately 2.17 and 3.37 μm for the control and the taurine-treated mycelia. Compared with the control, the mycelia treated with taurine were thickened and branched. Most importantly, the mycelia treated with taurine were also fragmented according to SEM images. According to the electronic cloud density of TEM images, cell wall of mycelia for the control was smooth and compact, however, the rough fluffy cell wall of mycelia treated with taurine was of uneven cell surface with a reticular structure. Compared with mycelia of the control filled with homogeneous and concentrated cytoplasm, cell membrane of the taurine-treated mycelia was filled with unhomogeneous and thin cytoplasm, and thus was supported by statistical analysis that the average optical density was separately 875.80 and 283.60 for the control and the taurine-treated mycelia (Fig. 6). Fluorescent dye penetration assays showed that propidium iodide (PI) occurred at the sides of cell membrane for *M. purpureus* treated with taurine (Fig. 7), and thus indicated that taurine changed cell membrane structure and increased cell membrane permeability of mycelia to some extent. Herein, it illustrated that taurine increased cell membrane permeability by changing the structure of cell membrane for *M. purpureus*.

**Fig. 6:**
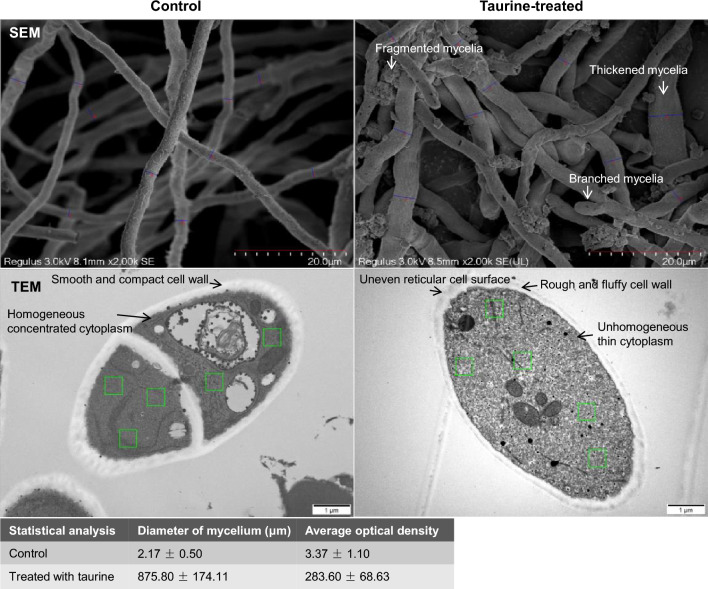
SEM and TEM images of *M. purpureus* treated with taurine. It used Image-pro Plus software to analyze the dimeter of mycelium for SEM images (*n* = 10) and the average optical density of mycelium for TEM images (*n* = 5)

**Fig. 7:**
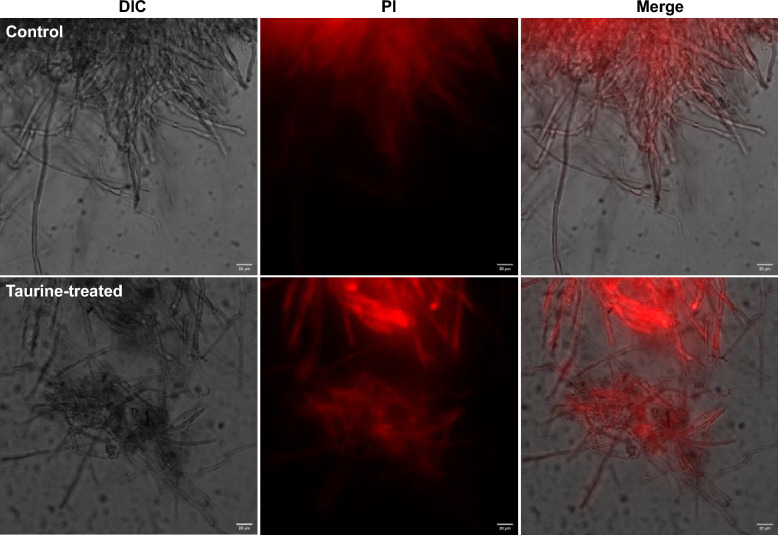
Cell membrane permeability of mycelium for *M. purpureus* treated with taurine. Differential interference contrast (DIC) and propidium iodide (PI) were separately for bright field channel and UV channel, and merge indicated both bright light channel and UV channel. Scale bars indicated 20 μm

## Discussion

*M. purpureus* was known for MonAzPs production and wine starters of alcoholic beverages [33, 35, 36]. Here, it was for the first time the effect of taurine on co-production of bioethanol and MonAzPs for *M. purpureus* was investigated.

### Fermentation assays for co-production of bioethanol and MonAzPs for *M. purpureus*

Here, more bioethanol and MonAzPs were obtained in SM under aerobic conditions, and thus was in accordance with that *M. purpureus* strains usually fermented the substrates under aerobic conditions [37]. Although with good tolerance to ethanol [38], the co-production ability of bioethanol and MonAzPs was weakened in CSH than that in SM for *M. purpureus* in this study. It predicted that the weakening was derived from the inhibitory effect of furanic aldehydes and phenolic aldehydes in CSH, and thus was supported by the documented inhibitory effect from rice husk on *M. Purpureus* M523 [39]. We found that exogenous taurine increased co-production ability of bioethanol and MonAzPs in CSH, and thus was predicted that taurine might endow *M. purpureus* with the potential of stress tolerance against the inhibitors the same with the enhanced effect of taurine on *Trifolium alexandrinum* and pea (*Pisum sativum* L.) [40, 41]. Furthermore, the isolated *M. purpureus* could utilize xylose from CSH to co-produce bioethanol and MonAzPs (Fig. 3b, c), and thus was in accordance with the ability of filamentous fungi to utilize xylose from the hydrolysis of lignocellulosic biomass to produce ethanol and other biochemicals [42].

### Gene transcription for *M. purpureus* treated with taurine

De novo RNA-Seq assays uncovered a series of key genes for *M. purpureus* treated with taurine. (1) For DEGs, the enhanced effect of product accumulation for MFS, transcription factor and FSH1 had been proofed for *Monascus* strains [16, 43, 44]. The enriched kinase activity was supported by cyclic AMP (cAMP)-protein kinase A (PKA) signaling pathway in GO analysis for MonAzPs production of *M. purpureus* [45]. Therefore, the DEGs and the significant DEGs in response to taurine would be the potential synthetic biology tools to enhance co-production of bioethanol and MonAzPs for *M. purpureus* [42]. (2) For central carbon metabolism, the enhanced gene transcription, such as *GLK*, *GPM*, *ENO* and *ADH* of glycolysis, could be used to explain the elevated glucose consumption in Figs. 2b and 3b. Additionally, de novo RNA-Seq provided the gene transcriptional clue for xylose isomerase (XI) and xylulose kinase (XK) for xylose utilization in Fig. 3c for *M. purpureus*, and the xylose metabolism pathway was the same with oleaginous fungus *Mucor circinelloides* [46]. 

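Table S2 lists 5 transcripts as XI, and KEGG annotates 4 of them as xylulokinase and TRINITY_DN7515_c0_g1_i1-S2A, whose Pfam domain is the xylose isomerase-like TIM barrel, as AP endonuclease 1. The FPKM of TRINITY_DN7515_c0_g1_i1-S2A was 31.5 ± 4.36 (SD, n = 3) in the control and 33.1 ± 1.19 (SD, n = 3) with taurine. TRINITY_DN1555_c0_g1_i1-C2A, the highest of those annotated as xylulokinase, had 59.2 ± 1.03 and 58.4 ± 0.796. Its Pfam domain is that of the cation efflux family, so these values may not be those of a xylulokinase. TRINITY_DN3461_c0_g1_i1-S1A, whose Pfam domain is that of FGGY carbohydrate kinases, had 16.8 ± 3.00 and 17.2 ± 1.95. The xylose reductase transcript TRINITY_DN6857_c0_g1_i1-C1A had 19.5 ± 1.91 and 18.1 ± 0.345, a log2 fold change of -0.098 (SE 0.099). Every one of these had an adjusted p = 0.999 from limma.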

(3) For MonAzPs biosynthesis, among 15 steps of biocatalytic reactions shown in Fig. 5, 15 DEGs were screened, such as serine hydrolases (2), C-11-ketoreductase (1), FAD-dependent monooxygenase (4), 4-*O*-acyltransferase (1), deacetylase (1), NAD(P)H-dependent oxidoredutase (1), FAD-dependent oxidoredutase (2), enoyl reductase (1) and FAS subunit (2). The change of gene transcription for MonAzPs biosynthesis was in response to taurine for *M. purpureus*. Of course, for azaphilone polyketide biosynthesis, although the deficiency of serine hydrolase encoding genes severely reduced MonAzPs formation, the role of the MrPigG-type putative serine hydrolases was controversial [44, 47]. Here, the differential expression of serine hydrolase genes was in response to taurine. (4) For taurine utilization, it was thought that the isolated *M. purpureus* consumed extremely small quantities of taurine. The low gene expression level could be used to elucidate the phenomenon of extremely small quantities of taurine consumption for *M. purpureus* (Figs. 2d and 3e). After all, taurine is a micronutrient. Here, taurine concentration was determined using HPLC and represented as gram per liter, while it found nano-gram per microliter taurine was for the serum of *Mus musculus* and *Macaca mulatta* and micromole per liter taurine was for the serum of *Homo sapiens* [48]. Therefore, methods to detect lower concentration of taurine should be used to assess its utilization.

### Morphology and structure of mycelia for *M. purpureus* treated with taurine

(1) For morphology of mycelia, exogenous taurine brought about the fragmented, thickened and branched mycelia for *M. purpureus*, and thus indicating that taurine facilitated mycelia growth which was in accordance with the increased dry weight of mycelia in Figs. 1a, 2a, 3a; (2) for structure of mycelia, the rough fluffy cell wall suggested an increase of cell surface area by modification of taurine, and thus was in accordance with the effect of nonionic surfactant on *M. anka* [49]. The increased cell surface area would provide the robust assimilation ability of nutrients (sugars) for *M. purpureus*, and thus supported the enhanced glucose and xylose consumption in fermentation assays (Figs. 1b, 2b, 3b, c). For structure of mycelia, taurine increased cell membrane permeability for *M. purpureus*, and thus indicated the change of cell membrane structure. The enhanced cell membrane permeability would facilitate the delivery of intracellular metabolites (ethanol and MonAzPs) to the extracellular broth and extracellular substrates (glucose and xylose) to the intracellular, and thus was supported by the elevated effect of nonionic surfactant on *M. anka* [50, 51]. The enhanced cell membrane permeability could also be used to elucidate the facilitated sugar consumption and ethanol and MonAzPs accumulation; and (3) for the effect of concentration of taurine on morphology and structure of mycelia, 4.0 g/L taurine was the optimal alternative for co-production of bioethanol and MonAzPs. Here, it was predicted 4.0 g/L taurine as a threshold to increase cell membrane permeability by changing cell membrane structure.

### The relationship between gene transcription and cell membrane permeability

This study also tried to establish the relationship between 169 significantly DEGs and cell membrane permeability (Additional file 1: Table S4). ABC transporter (*TRINITY_DN2401_c0_g2_i2-S3A*), efflux pumps expressed in cell membrane, upregulated by 7.25-fold for *M. purpureus* treated with taurine, was predicted tightly associated with cell membrane permeability, and thus was supported by the usefulness of ABC transporter in terms of membrane permeability [52, 53]. 

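The ABC transporter transcript had an FPKM of 0.10, 1.01 and 0 in control replicates 1, 2 and 3 and was listed at 0 in every taurine library. The difference in mean log2(FPKM + 1) was -0.38 (SE 0.34, adjusted p = 0.999 from limma; exact permutation test, p = 0.4). With the isoforms of its gene summed, the log2 fold change was 0.44, in the other direction. Over the 13 transcripts discussed here for membrane permeability (this one, cytochrome P450 and 11 MFS), 0 passed an adjusted p of 0.05 from limma, 0 when adjusted over the list alone, and 2 had an unadjusted p under 0.05. The study chose this list on the same libraries, so the count adjusted over the list alone is not independent evidence. Of the settings tried, limma voom on estimated fragments moved it most, with 2 transcripts adjusted over the list alone.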

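Cytochrome P450 (TRINITY_DN8651_c0_g1_i1-C2A) had an FPKM of 0.84, 4.97 and 0.58 in the control libraries and 0.46, 0.61 and 0.46 in the taurine libraries. The log2 fold change was -0.78 (SE 0.53, adjusted p = 0.999 from limma) and, without control replicate 2, -0.18.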

Interestingly, cytochrome P450 (*TRINITY_DN8651_c0_g1_i1-C2A*), upregulated by 2.09-fold for *M. purpureus*, might regulate membrane permeability, and thus corresponded with the effect on plasma membrane permeability of metal ion [54]. Major facilitator superfamily (MFS) transporter was also connected with permeability [55]. In our study, eight MFS encoding genes including *TRINITY_DN326_c0_g1_i1-C2A*, *TRINITY_DN679_c0_g1_i1-C2A*, *TRINITY_DN679_c0_g1_i2-C2A*, *TRINITY_DN679_c0_g1_i3-C2A*, *TRINITY_DN679_c0_g1_i4-C2A*, *TRINITY_DN679_c0_g1_i7-C2A*, *TRINITY_DN326_c0_g1_i5-C2A* and *TRINITY_DN326_c0_g1_i4-C2A* were upregulated 4.72, 7.96, 3.64, 3.77, 21.12, 22.02, 7.17 and 21.24-fold, respectively. 

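The 8 transcripts are isoforms of 2 assembled genes, and control replicate 2 held the highest value of each. TRINITY_DN679_c0_g1_i2-C2A, the most abundant, had an FPKM of 1.36, 30.1 and 0.48 in the control libraries and 0.81, 1.01 and 0.81 in the taurine libraries, a log2 fold change of -1.35 (SE 1.10) that was 0.0042 without control replicate 2 and 0.056 with sample quality weights. TRINITY_DN679_c0_g1_i4-C2A, TRINITY_DN679_c0_g1_i7-C2A and TRINITY_DN326_c0_g1_i4-C2A were above 0 only in control replicate 2, at 2.48, 4.60 and 4.56. TRINITY_DN679_c0_g1_i3-C2A had 0.28, 5.02 and 0.25 in the control and 0, 0.26 and 0.15 with taurine, and TRINITY_DN326_c0_g1_i1-C2A 0, 5.34 and 0.28 in the control and 0.11, 0.13 and 0 with taurine. TRINITY_DN679_c0_g1_i1-C2A and TRINITY_DN326_c0_g1_i5-C2A were listed at 0 in every taurine library and had 0.06, 2.66 and 0 and 0.26, 2.33 and 0 in the control. All 8 had an adjusted p = 0.999 from limma.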

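TRINITY_DN2036_c0_g1_i1-S2A had an FPKM of 0, 0 and 0.10 in the control libraries and 0.90, 1.15 and 0.24 in the taurine libraries, and TRINITY_DN2036_c0_g1_i5-S2A, an isoform of the same gene, 0, 0 and 0.07 in the control and 0.57, 0.87 and 0.35 with taurine. Their log2 fold changes were 0.73 (SE 0.29) and 0.63 (SE 0.25), and 0.041 with the isoforms of the gene summed. TRINITY_DN1569_c0_g1_i4-C2A had 0.19, 0.19 and 0.16 in the control and 1.13, 0.35 and 0.91 with taurine, a log2 fold change of 0.58 (SE 0.27). For these 3 MFS transcripts every taurine library lay above every control library (exact permutation tests, p = 0.1 each), and the adjusted p = 0.999 from limma for each.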

The other three MFS genes such as *TRINITY_DN2036_c0_g1_i1-S2A*, *TRINITY_DN1569_c0_g1_i4-C2A* and *TRINITY_DN2036_c0_g1_i5-S2A* were separately downregulated by 4.60, 2.21 and 4.70-fold. Therefore, we speculated that MFS might be responsible for the enhanced cell membrane permeability for *M. purpureus* treated with taurine.

In conclusion, taurine reinforced co-production of bioethanol and MonAzPs for *M. purpureus*. This work would provide a taurine-based activator to optimize fermentation process for mass accumulation of value-added biofuels from lignocellulosic biomass.

## Conclusions

This work presented a novel efficient taurine-based co-production system of bioethanol and MonAzPs from CSH for *M. purpureus* that consumed extremely small quantities of taurine. Exogenous taurine contributed to the improved gene transcriptional level of glycolysis and MonAzPs biosynthesis and cell membrane permeability through changing cell membrane structure of *M. purpureus*. To our knowledge, this is the first report for taurine-based co-production of bioethanol and MonAzPs from CSH for *M. purpureus*.

### Supplementary Information

**Additional file 1:** **Table S1.** Primers for qPCR in this study. **Table S2.** The gene expression level of central carbon metabolism for *M. purpureus* treated with taurine. **Table S3.** The gene expression level of MonAzPs biosynthesis pathway for *M. purpureus* treated with taurine. **Table S4.** The 169 significant DEGs for *M. purpureus* treated with taurine. **Figure S1.** Genetic evolutionary analysis for the isolated fungus strain. **a** The colony of the isolate. **b** Bootstrap consensus tree. The numbers on the branch indicated the node statistics. **Figure S2.** The effect of taurine on bioethanol fermentability for *Z. mobilis* ZM4. **a** Cell growth; **b** Glucose consumption; **c** Ethanol concentration; **d** Taurine concentration. **Figure S3.** The effect of taurine on itaconic acid fermentability for *A. terreus*. **a** Dry weight of mycelia; **b** Glucose consumption; **c** Xylose consumption; **d** Itaconic acid concentration; **e** Taurine concentration. **Figure S4.** Transcriptional profiling for bioethanol and MonAzPs production of *M. purpureus* treated with taurine. **a** Validation of RNA-Seq data using qRT-PCR; **b** Homologous species distribution of the isolate in Non-Redundant Protein Sequence Database; **c** The DEGs; **d** The relative expression level of the most enriched significant DEGs; **e** GO analysis; **f** KEGG pathway analysis. **Figure S5.** Taurine metabolism pathway and its gene expression level.

## Data Availability

RNA-Seq sequence data were deposited in the GEO database at NCBI. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248985) in the GEO database at NCBI.

## Abbreviations

ABE: AMP-binding enzyme
ACO: Aconitase
ADH: Alcohol dehydrogenase
CSH: Corn stover hydrolysates
DEGs: Differentially expressed genes
ENO: Enolase
FSH1: Serine hydrolase
FSTFD: Fungal specific transcription factor domain
GGT: Gamma-glutamyltranspeptidase
GLK: Glucokinase
GO: Gene Ontology
GPM: Phosphoglycerate mutase
HPLC: High performance liquid chromatography
ITS1: Internal transcribed spacer
MFS: Major facilitator superfamily
MonAzPs: Monascus azaphilone pigments
NR: Non-redundant
nrPKS: Non-reducing polyketide synthase
OD: Optical density
PDA: Potato-dextrose agar
PI: Propidium iodide
PT: Product template
qRT-PCR: Quantitative real-time PCR
SCS: Succinyl-CoA synthetase
TCA: Tricarboxylic acid cycle
RM: Rich medium
SEM: Scanning electron microscope
TEM: Transmission electron microscope
XI: Xylose isomerase
XK: Xylulose kinase

# Supplementary material for: Taurine-mediated gene transcription and cell membrane permeability reinforced co-production of bioethanol and Monascus azaphilone pigments for a newly isolated Monascus purpureus
**Source:** Biotechnol Biofuels Bioprod. 2024 May 3;17:59. doi: 10.1186/s13068-024-02511-7
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primers for qPCR in this study. Table S2. The gene expression level of central carbon metabolism for M. purpureus treated with taurine. Table S3. The gene expression level of MonAzPs biosynthesis pathway for M. purpureus treated with taurine. Table S4. The 169 significant DEGs for M. purpureus treated with taurine. Figure S1. Genetic evolutionary analysis for the isolated fungus strain. a The colony of the isolate. b Bootstrap consensus tree. The numbers on the branch indicated the node statistics. Figure S2. The effect of taurine on bioethanol fermentability for Z. mobilis ZM4. a Cell growth; b Glucose consumption; c Ethanol concentration; d Taurine concentration. Figure S3. The effect of taurine on itaconic acid fermentability for A. terreus. a Dry weight of mycelia; b Glucose consumption; c Xylose consumption; d Itaconic acid concentration; e Taurine concentration. Figure S4. Transcriptional profiling for bioethanol and MonAzPs production of M. purpureus treated with taurine. a Validation of RNA-Seq data using qRT-PCR; b Homologous species distribution of the isolate in Non-Redundant Protein Sequence Database; c The DEGs; d The relative expression level of the most enriched significant DEGs; e GO analysis; f KEGG pathway analysis. Figure S5. Taurine metabolism pathway and its gene expression level.

**Additional file**

**Table S1** Primers for qPCR in this study.

| Gene | Product | Forward primer (5'-3') | Reverse primer (5'-3') |
| --- | --- | --- | --- |
| *Actin* | Actin | TTGCGTCCACGGAGTTTT | CCGCTCGATCTCCACGAG |
| *ACO* | Aconitase | ATCAATAAGCCCCGGCCT | CGATCCCGGTCCCGTATA |
| *ADH* | Alcohol dehydrogenase | CGAGATGGATTCGGCAAC | AGGTCGCCAACGTTGATG |
| *CS* | Citrate synthase | CCAGGTTCCGGCCTTTCT | TTTCACCCGCGGATCAAC |
| *ENO* | Enolase | TGCACCGGTTGGAGCAAC | AATTCCACCAGCGGCAGA |
| *GLK* | 6-Phosphofructokinase | GGCCAGACGTCCTCGAAG | GTCCTTCGTCCAGCGCTG |
| *GND* | 6-Phosphogluconate dehydrogenase | TACTGCTGCTTCCTGGCC | AGTTGCCCAGGTGGATGT |
| *PDH* | Pyruvate dehydrogenase | GGGAAAGCTCGCTGGACA | AGTTCAAGACTGCCGGCC |
| *PEPCK* | Phosphoenolpyruvate carboxylase | GCTTGCTAAGGCCGAGTA | TCCAGCTGTGTCTGGGGT |
| *PFK* | Phosphofructokinase | ATGATCCGGGAGGAAGCA | CACGGTCCATTGGCGATG |
| *PGM* | Phosphoglycerate mutase | TCACCTTCAGAGCGTCGG | CTCCTTCAGGACAGCCGT |
| *SCS* | Succinate-CoA ligase | ATGCCGCGTTCAGGAGTT | CAATCCCGTCCTTTTCGG |

**Table S2** The gene expression level of central carbon metabolism for *M. purpureus* treated with taurine.

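Table S2 sorts transcripts of central carbon metabolism by enzyme and gives a fold change on the log2 scale, or ND where a transcript was not detected. Of its values, 231 have a fold change in the authors' deposited table too, and 229 of these equal it within 0.006 once the sign is reversed.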

Note: FC and ND separately indicated foldchange and no detected. The up- and down- regulated DEGs were colored red and green, respectively. The positive and negative numbers indicated up- and down-regulated genes when adding 4.0 g/L taurine.

**Table S3** The gene expression level of MonAzPs biosynthesis pathway for *M. purpureus* treated with taurine.

**Table S4** The 169 significant DEGs for *M. purpureus* treated with taurine.

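Table S4 as used here lists 132 transcripts. All 132 are among the 169 with a log2 fold change of at least 2 in size and a p at or under 0.05 in the authors' deposited table, and 132 of those 169 carry a Pfam annotation. Each fold change has the opposite sign in the authors' deposited table, and 116 of 132 equal it within 0.006 once the sign is reversed.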

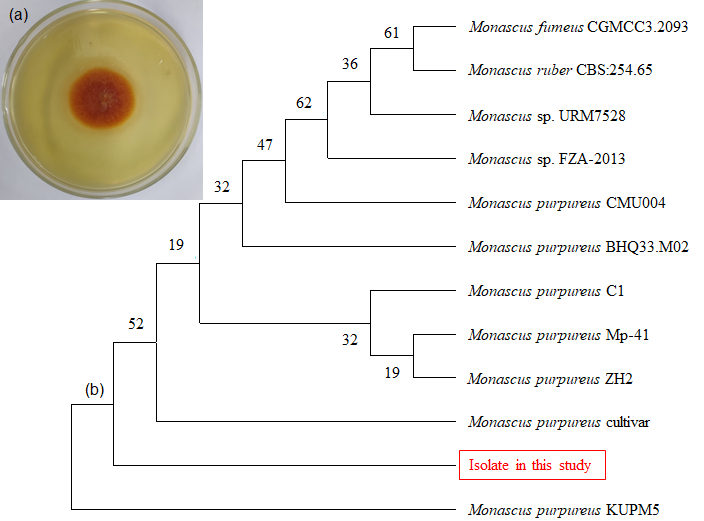

**Figure S1** Genetic evolutionary analysis for the isolated fungus strain. **a** The colony of the isolate. **b** Bootstrap consensus tree. The numbers on the branch indicated the node statistics.

**Figure S2** The effect of taurine on bioethanol fermentability for *Z. mobilis* ZM4. **a** Cell growth; **b** Glucose consumption; **c** Ethanol concentration; **d** Taurine concentration.

**Figure S3** The effect of taurine on itaconic acid fermentability for *A. terreus*. **a** Dry weight of mycelia; **b** Glucose consumption; **c** Xylose consumption; **d** Itaconic acid concentration; **e** Taurine concentration.

**Fig. S4** Transcriptional profiling for bioethanol and MonAzPs production of *M. purpureus* treated with taurine. **a** Validation of RNA-Seq data using qRT-PCR; **b** Homologous species distribution of the isolate in Non-Redundant Protein Sequence Database; **c** The DEGs; **d** The relative expression level of the most enriched significant DEGs; **e** GO analysis; **f** KEGG pathway analysis.

**Fig. S5** Taurine metabolism pathway and its gene expression level.

How the deposited data were processed for this re-analysis (not part of the article)

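RNA of *M. purpureus* mycelia grown for 1 d in fermentation medium with 4.0 g/L taurine (3 libraries) or without it (3 libraries, the control) was sequenced by de novo RNA-Seq. The authors assembled 24261 unigenes and deposited 1 table with the length of each unigene, its NR, KEGG and Pfam annotation, its FPKM in each library, and their own comparison of the groups. Library names in the table match the sample labels, and no column of per-sample values was left aside. The paper's text states neither the aligner, the tool behind FPKM nor its version, and they are not given in the sources used here. No reference genome was used here, and the table of gene names supplied with the data matched none of the unigene identifiers.

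The FPKM values were made by the authors and used as deposited. The authors' log2 fold changes, p-values and q-values were deposited in the same table, with a column name that names DESeq2, and are used only where the text says that they come from the authors' deposited table. The paper calls a DEG at an absolute fold change of at least 2.0, and a significant DEG at a p of at most 0.001 besides. The values in Tables S2 to S4 are log2 fold changes, so 2 was read on the log2 scale.

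FPKM was taken to log2 after adding a pseudocount of 1. Unigenes with a mean FPKM over the 6 libraries of at least 0.1 were tested (20380 of 20581 with FPKM listed) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), two-sided, with Benjamini-Hochberg adjustment over all tested unigenes. No library was rescaled for the main values. The replicate numbers were not used as a block. Sets were tested with fry on the same fit, with Benjamini-Hochberg adjustment over the 9 sets, and with camera (preset correlation 0.01) as an alternative. The sets were the glycolysis and ethanol, TCA cycle, pentose phosphate and xylose transcripts of Table S2, the MonAzPs transcripts of Table S3 outside its broad families, the 4 *GGT* transcripts, and the KEGG pathways of pyrimidine, purine, beta-alanine and glutathione metabolism. Enrichment among called transcripts was tested with Fisher's exact test against tested unigenes with a KEGG annotation. Single transcripts and sums were also compared by exact permutation of the 6 libraries, whose smallest two-sided p is 0.1. Tables were joined with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

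The fragments behind FPKM were estimated from the step between low values of a library as a function of unigene length, fitted on unigenes of 212 to 600 bases and extrapolated above. The rule was adjusted after the data were seen. It gave 18467218 to 19247544 fragments per library, with a mean fragment length of 289 to 314 bases, and 81.9% to 85.2% of low values within 0.1 of a whole number. The same low values set the step, so this share does not check the rule independently. Between 17168 and 17497 unigenes were above 0 in each library, and the 10 most abundant held 10.0% to 10.6% of FPKM. No pair of libraries held identical values. On 220 bases 1 fragment already counts as an FPKM of 7.74 or more, so values of short unigenes move in large steps.

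The procedure was tested on simulated fragments for 19579 unigenes, with 3 libraries in each group and a dispersion of 0.03. The dispersion was set and not estimated from these libraries. Unigenes were drawn independently, and no library was made to stand apart as control replicate 2 does. The results below therefore do not measure the power for transcripts or sets that vary as much as those high in control replicate 2. Of 200 unigenes changed by 2 on the log2 scale, each with a mean FPKM of at least 10, 95.5% were called in the right direction, with a median error of -0.056 in the log2 fold change. Of the unchanged unigenes 40 were called, 38 of them shorter than 400 bases. With nothing changed 29 were called, all 29 shorter than 400 bases. The fry p was 2.71e-07 for a set of 30 changed unigenes and 0.679 for a set of 30 unchanged ones.

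Single transcripts were named by a rule written before the data were examined, after the values in the paper's tables had been seen. It takes every transcript the paper's text names by identifier, the 3 largest rises and the 3 largest falls past an adjusted p of 0.05 whose groups do not overlap, and the actin transcript with the highest mean FPKM. The transcripts given for *GLK*, *GPM*, *ENO*, *ADH*, *ACO* and *SCS* lie outside this rule and were identified by their fold change in Table S2, which makes 55 transcripts named by the paper. Sums over the transcripts listed under a gene or enzyme name, the rank of *GGT* among tested unigenes and transcripts named in the closing section outside this rule were chosen after their values were seen.

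The alternatives were pseudocounts of 0.1 and 0.01, no filter and a minimum mean FPKM of 1, rescaling of each library to a total of 1000000 (TPM), quantile normalization, sample quality weights, isoforms summed to genes, the replicate number as a block, and leaving out each library in turn. After the data were seen, unigenes of at least 500 bases alone and limma voom on the estimated fragments were added, as were the authors' deposited calls for the KEGG enrichment and the last listed NR species for the species share. The GO terms named by the paper were not analysed here, because no GO annotation was used, and neither were the qRT-PCR data.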

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

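The limma test of these transcripts was fixed before the data were examined, as was the rule that names 3 of the rises and 3 of the falls below. Chosen after the result was seen were the tests on unigenes of at least 500 bases, with limma voom and on simulated libraries, the comparison with the authors' deposited table and the count of splits. The paper discusses no transcript named here.

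5 transcripts were listed at 0 in every control library and above 0 in every taurine library, past an adjusted p of 0.05. The differences in mean log2(FPKM + 1) were 3.62 for TRINITY_DN7828_c0_g1_i1-C1A, 3.53 for TRINITY_DN7107_c0_g1_i1-S3A, 3.21 for TRINITY_DN9599_c0_g1_i1-S2A, 2.75 for TRINITY_DN8709_c0_g1_i1-S3A and 2.58 for TRINITY_DN5204_c0_g1_i1-S2A, with adjusted p values from limma of 0.0122, 0.0280, 0.0139, 0.0280 and 0.0288. FPKM with taurine was 11.4 ± 1.28, 10.9 ± 3.31, 8.31 ± 0.884, 5.75 ± 0.57 and 4.99 ± 0.473 (SD, n = 3). The 5 are 219 to 245 bases long, and each FPKM above 0 stands for 1 or 2 fragments. TRINITY_DN10488_c0_g1_i1-C3A, TRINITY_DN4728_c0_g1_i1-C2A and TRINITY_DN10477_c0_g1_i1-S3A went the other way on as few fragments.

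A candidate explanation is the length of these unigenes, where 1 fragment is a high FPKM and several libraries with 1 fragment each have almost no spread. Testing only unigenes of at least 500 bases left 0 past the adjusted threshold and 364 at an unadjusted p under 0.05 from limma, but the 8 were already known to be short, so this does not test the explanation. Limma voom on the estimated fragments called 1 transcript, none of these 8. Simulated libraries in which no unigene changed gave 29 calls, more than the 8 found here, and all 29 were on unigenes shorter than 400 bases. None of the 8 is among the transcripts with a log2 fold change of at least 2 in size and a p at or under 0.05 in the authors' deposited table (0 shared). Other splits of the 6 libraries into 3 and 3 gave 0 to 13 calls, and 5 of the 10 splits gave at least 8, the real one included, so chance cannot be excluded. An effect of taurine on these transcripts stays possible and was not tested apart from these counts.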

How the results depend on the processing

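The settings with unigenes of at least 500 bases and with limma voom on estimated fragments were chosen after the data were seen. So were the authors' calls as a list for enrichment and the species share by the last listed NR species. The other settings were fixed before the data were examined. Unless a reason is given, the cause of a change was not tested.

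The number of transcripts past an adjusted p of 0.05 from limma was 8, and 0 with a pseudocount of 0.01 (lowest adjusted p = 0.0528 from limma, 515 at an unadjusted p under 0.05), 15 with sample quality weights, 0 among unigenes of at least 500 bases and 1 with voom. Without 1 library it lay between 3 and 16 (6 without control replicate 1, 16 without control replicate 2, 5 without control replicate 3, and 3, 13 and 7 without taurine replicates 1, 2 and 3). With pseudocount 0.1, no filter, a minimum mean FPKM of 1, TPM, quantile normalization or isoforms summed to genes it was 7 to 10. All 8 transcripts were shared with pseudocount 0.1, a minimum mean FPKM of 1, quantile normalization and sample quality weights, 7 with no filter and with TPM, 0 with voom, and 0 to 4 when a library was left out. The number past a log2 fold change of 2 and an unadjusted p of 0.001 was 20, and 42 and 40 with pseudocounts of 0.1 and 0.01, which shrink the change of low transcripts less, 53 with sample quality weights (18 higher and 35 lower, against 14 and 6), 2 among unigenes of at least 500 bases, and 42 to 53 without 1 library, with more lower than higher without any 1 control library and more higher than lower without any 1 taurine library. The number past 2 on the ratio of the group means was 650, and 216 with a minimum mean FPKM of 1, which leaves 13673 unigenes to count; it stayed between 550 and 757 without 1 library.

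The replicate numbers do not pair the libraries. The correlation of the deviations of same-numbered libraries from their group means was -0.022, -0.034 and -0.0085. With the replicate number as a block, 0 transcripts passed the adjusted threshold (495 at an unadjusted p under 0.05 from limma) and 15 the threshold of 2 and 0.001. The medians of the sets under the block equal those without it, and no set passed the threshold, with adjusted p values from 0.933 to 0.962 over the 9 sets.

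No set passed an adjusted p of 0.05 with fry, with any setting. The median of the glycolysis and ethanol set lay between -0.25 and 0.10 without 1 library and was above 0 only without control replicate 2; elsewhere it was -0.12 to -0.013. The median of the TCA cycle set turned to 0.021 with sample quality weights and 0.0020 with voom, where the direction from fry stayed downward, and lay between -0.030 and 0.011 without 1 library (0.0094 without control replicate 2, 0.011 without taurine replicate 2). The MonAzPs set ranged from -0.86 to 0.0091 without 1 library and was above 0 only without control replicate 2. Its camera test gave the median of -0.53 with an adjusted p = 0.000197 from limma, within a range of 0.000197 to 0.965 over its alternatives; elsewhere the median was -1.76 to -0.012. The pyrimidine set lay between -0.00011 (without control replicate 2) and 0.10 without 1 library. The median of the glutathione set, -0.0072 where fry gave an upward direction, turned to 0.0093 and 0.016 with pseudocounts of 0.1 and 0.01, 0.0091 with a minimum mean FPKM of 1, 0.029 with sample quality weights, 0.0041 among unigenes of at least 500 bases, where fry gave a downward direction, and 0.021 with voom, and lay between -0.041 and 0.072 without 1 library. With no filter, with isoforms summed and without taurine replicate 1 its median was also below 0 and the direction from fry upward. The pentose phosphate, *GGT*, purine and beta-alanine sets kept a median above 0 under every setting run. *GGT*, with its 4 transcripts from 2 genes, could not be tested as a set with isoforms summed, since fewer than 3 members remained.

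KEGG enrichment among called transcripts had 0 to 1 calls per set under the planned settings. With voom 13 were called and the adjusted p of Fisher's exact test was 0.00825 for pyrimidine (range over alternatives 0.00825 to 1), 0.00690 for purine (0.00690 to 1) and 0.0111 for glutathione metabolism (0.0111 to 1). With the authors' calls of p at or under 0.05, 106 transcripts, it was 0.181, 0.286, 0.672 and 0.425 for pyrimidine, purine, beta-alanine and glutathione metabolism, and with their calls on the fold change alone, 492 transcripts, 0.724 each.

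Of the transcripts named by the paper, none passed an adjusted p of 0.05 from limma under any setting run. In the authors' deposited table 7 of the 55 have a q at or under 0.05, all 7 lower with taurine, and 6 of these are highest in control replicate 2 by at least 1 on the log2 scale. Sample quality weights reversed DN3165_c0_g1_i1-S2A (0.0055), DN7828_c0_g1_i1-C2A (0.050), DN4418_c0_g1_i1-C2A (0.17), DN2716_c0_g1_i12-C2A (0.0072), DN2118_c0_g1_i2-C2A (0.11) and DN679_c0_g1_i2-C2A (0.056). Without 1 library, DN4418_c0_g1_i1-C2A lay between -2.58 and 0.082, DN9652_c0_g1_i1-C2A between -1.50 and 0.018, DN2118_c0_g1_i2-C2A between -2.50 and 0.013, DN679_c0_g1_i2-C2A between -2.19 and 0.0042, each above 0 only without control replicate 2, and DN619_c0_g1_i2-C1A between -0.0029 (without control replicate 1) and 0.20. Summing isoforms to genes reversed DN2244_c0_g1_i2-C3A (-0.024), DN2468_c0_g1_i1-C2A (-0.42) and DN2401_c0_g2_i2-S3A (0.44), because the other isoforms enter the sum. The 6 largest changes past the adjusted threshold lost it with a pseudocount of 0.01, with the block and with voom, and 1 of them also with TPM and with no filter. For the 13 transcripts discussed for membrane permeability, the count past the adjusted threshold was 0 under every setting, and adjusted over the list alone it was 2 with voom and 0 otherwise. A minimum mean FPKM of 1 left 2 of the 13 to test, and leaving out control replicate 2 left 7.

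The share of best hits to *M. purpureus* was 84.7% among unigenes with a mean FPKM of at least 0.1. With the last species listed for each unigene in place of the best hit, the share was 84.1%. The mean correlation between libraries was 0.834 with a pseudocount of 0.1 and 0.918 with a minimum mean FPKM of 1. Depth limits the ratio counts, as 255 of 648 transcripts past 2 on the ratio held at most 5 fragments in every library. Whether a change can be seen on short or low unigenes was not tested, since the simulation changed only unigenes with a mean FPKM of at least 10. Nor was it tested for transcripts that stand out in 1 library, since no such library was simulated.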

Differences from the paper's values

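The paper gives 597 up-regulated and 551 down-regulated DEGs. Here 370 transcripts were lower and 280 higher with taurine past 2 on the log2 ratio of the group means, among the 18521 unigenes above 0 in both groups. This leaves out 1096 unigenes listed at 0 in every control library and 964 listed at 0 in every taurine library, so the counts run over unlike sets of transcripts. With the paper's directions reversed, leaving out control replicate 1 (507 lower) or 3 (509 lower) came within 1.5 times of its 597. The other alternatives set before the data were examined did not, and none did so for 551. With the directions as named, the 370 lower came within 1.5 times of the paper's 551. So did the 389 lower with TPM and the 507 and 509. No count of higher transcripts, at most 346 (without taurine replicate 2), did so for 597. The authors' deposited table holds 597 transcripts at a log2 fold change of -2 or less and 551 at 2 or more for taurine over control. Of these, 336 and 258 are above 0 in both groups in the authors' deposited table, and the other 261 and 293 are listed at 0 in every library of a group.

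The paper gives 124 up-regulated and 45 down-regulated significant DEGs. Here 6 transcripts were lower and 14 higher with taurine at a log2 fold change of 2 and an unadjusted p of 0.001. With the paper's directions reversed, leaving out taurine replicate 1, 2 or 3 gave 41, 42 and 44 higher, within 1.5 times of its 45. The other alternatives set before the data were examined did not, and none came within that range of 124. With the directions as named, 31 lower without control replicate 3 and 35 lower with sample quality weights came within 1.5 times of 45. No count of higher transcripts, at most 44, came within that range of 124. In the authors' deposited table, 124 transcripts at -2 or less and 45 at 2 or more are found with a p at or under 0.05, while the p of 0.001 stated in the methods gives 30 and 14.

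The directions differ throughout. For the 33 of 55 transcripts named by the paper that are above 0 in both groups, the log2 ratio of the group means has the opposite sign to the paper's (0 have the same sign), and with the sign reversed the largest difference from the paper's value over the 33 is 0.283. For the other 22 a whole group was listed at 0, and no ratio was computed. In the authors' deposited table 94.6% of 18507 log2 fold changes have the sign of taurine over control, taken from the named columns. Of the 54 tested, 16 were higher and 38 lower with taurine.

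The paper names *GLK*, *GPM*, *ENO* and *ADH* as higher with taurine, and here the same transcripts had differences in mean log2(FPKM + 1) of -0.58, -0.27, -0.50 and -0.43. Of the 4 *GGT* transcripts it gives 3 as lower and 1 as higher, and here the same 3 were higher, with 0.12, 0.079 and 0.14, and the other lower, with -0.11. It gives *ACO* as higher and *SCS* as lower, and here they had -1.47 and 0.48. It describes more MonAzPs genes higher than lower, and here 4 of the 33 transcripts of the set were higher and 29 lower. Without control replicate 2, 16 were higher and 12 lower of the 28 left to test, and with sample quality weights 14 were higher and 19 lower. Among the 8 MFS transcripts it calls upregulated, each log2 fold change was below 0 here (DN679_c0_g1_i2-C2A was 0.0042 without control replicate 2 and 0.056 with sample quality weights), and the 3 it calls downregulated were above 0.

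The paper finds pyrimidine, purine, beta-alanine and glutathione metabolism enriched, and here 0 transcripts of these sets were called. With voom on estimated fragments, chosen after the values were seen, pyrimidine, purine and glutathione metabolism passed an adjusted p of 0.05 in Fisher's exact test (0.00825, 0.00690 and 0.0111, each the lowest over its alternatives, which reach 1), and beta-alanine did not (0.127). The same 2 isoforms of 1 gene, 1 higher and 1 lower with taurine, are both pyrimidine calls, both glutathione calls and 2 of the 3 purine calls, so these are not separate results. The same setting has 2 of the 13 transcripts discussed for membrane permeability past the threshold adjusted over the list alone, and does not call the other 11. Its call over all transcripts is 1, which is also past 0.05 by q in the authors' deposited table. By q the authors' deposited table has 37 transcripts at or under 0.05, 25 lower and 12 higher with taurine, and of the 8 past the adjusted threshold here 0 are among the 37 of the authors' deposited table.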

Other observations

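Chosen after the result was seen were the tests of scaling, of few fragments, of an exchange with a taurine library, of taurine lowering the MonAzPs transcripts, of the taurine and hypotaurine set, of the column names and of the exchanged labels, and the counts of splits for called transcripts and for the membrane list. The tests of another organism, of further unigenes high in control replicate 2, of the total FPKM, and the counts of splits for the sets and for long unigenes were written down before their results were seen.

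Of the 55 transcripts named by the paper, 26 were highest in control replicate 2 by at least 1 on the log2 scale. Their median FPKM was 5.69 in that library, against 0.26 and 0.195 in control replicates 1 and 3 and 0.09, 0.155 and 0.12 in the taurine libraries. Scaling of that library does not account for it, since its median log2 difference from the other 5 was 2.63 over these transcripts and -0.034 over all tested transcripts. Few fragments do not either, as the median was 200.7 estimated fragments in control replicate 2. Among unigenes of at least 500 bases that lie at least 2 above the next library in control replicate 2, 94.7% of the best hits name *Monascus*, against 87.9% of all unigenes of that length, which argues against reads of another organism. Over the 33 MonAzPs transcripts, chosen by annotation, the highest median among the taurine libraries was -0.31 relative to the mean of the 6 libraries, so an exchange of control replicate 2 with a taurine library in which taurine had raised these transcripts leaves no counterpart. The higher median of control replicates 1 and 3 was -0.27, so a fall with taurine would have to be absent from 2 of the 3 control libraries.

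What stays open is a culture of control replicate 2 that was further on in pigment production, or a library from another culture. In control replicate 2 alone 97 unigenes of at least 500 bases stood at least 2 above the next library, against 0 and 0 in control replicates 1 and 3 and 1, 0 and 2 in taurine replicates 1, 2 and 3. Of the 97, 51 lie outside Tables S2 to S4. They include, chosen after their values were seen, TRINITY_DN199_c0_g1_i7-S1A (NMT1/THI5-like domain) at an FPKM of 6654 against at most 1371 elsewhere, the Thi4 family transcript TRINITY_DN52_c0_g1_i1-S3A at 4230.3 against at most 1048, and TRINITY_DN465_c0_g1_i4-S2A, annotated as a citrinin cluster dehydrogenase, at 16.2 against at most 1.27. The count of 97 cannot tell these explanations apart, because age or origin of the cultures was not measured in these libraries, and taurine could have changed pigment genes in a way that 3 libraries per group with 1 so different do not show.

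The libraries were also split in every other way into 3 and 3, which makes 10 splits, so the share as large can never fall under 0.1 and chance cannot be excluded for any result. Among 11790 unigenes of at least 500 bases with a mean FPKM of at least 1, the control and taurine libraries did not overlap for 712, the fewest of all 10 splits, as the other 9 gave 734 to 2361 (6.23% to 20.0%, where chance gives 10%). For transcripts past the adjusted threshold 5 of 10 splits gave at least as many, and for those past 2 and 0.001, 6 of 10. As small a fry p was given by 8 splits for glycolysis, 9 for the TCA cycle, 3 for the pentose phosphate set, 10 for MonAzPs, 4 for *GGT*, 7 for pyrimidine, 1 for purine, 4 for beta-alanine and 10 for glutathione metabolism, the real split included. For the lowest p among the 13 membrane transcripts it was 1 of 10, and the study chose that list on these libraries. For purine metabolism and the membrane list the real split is thus the most extreme of the 10.

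The split of control replicates 1 and 3 with taurine replicate 2 from the other 3 libraries gave the most unigenes that did not overlap, 2361. This split also parts the 3 highest FPKM totals from the 3 lowest. Scaling every library to the same total raised the number to 2625, which argues against the totals as its source. An exchange of the labels of control replicate 2 and taurine replicate 2 could give such a split, and 2361 unigenes cannot decide it. Of the 9 sets fixed beforehand, 4 had their smallest p of the 10 splits from fry in limma in this one. Adjusted over the 9 sets in this split, beta-alanine metabolism had an adjusted p = 0.0383 from fry in limma, and the TCA cycle, *GGT* and glutathione sets 0.0754 each. The other 5 sets had a smaller p in at least 1 other split. An exchange stays open, because the split was picked for its number of unigenes and another difference between these libraries would give the same values. A difference between batches of cultures or libraries was not tested, since no batch is given. No biological explanation was tested.

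With the sign reversed, fold changes equal those of the authors' deposited table within 0.006 for 229 of 231 values in Table S2. The same holds for 477 of 481 in Table S3 and 116 of 132 in Table S4. Ratios taken as control over taurine, or column names of control and taurine that were exchanged, could each give this. The matches cannot tell them apart, because both predict them.

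A transcript of 4-aminobutyrate transaminase, TRINITY_DN299_c0_g1_i1-S1A, had an FPKM of 137 ± 9.89 in the control and 189.6 ± 14.1 with taurine (SD, n = 3), a log2 fold change of 0.46 (SE 0.092, adjusted p = 0.907 from limma), and TRINITY_DN2285_c0_g1_i1-S3A, with a taurine dioxygenase domain, 8.35 ± 0.911 and 10.7 ± 0.916, a log2 fold change of 0.32. Both were higher in every taurine library than in every control library. Groups that do not overlap, in either direction, occur for 10% of transcripts by chance, and both transcripts were picked after their values were seen. That taurine raises transcripts of its own metabolism is a hypothesis. The KEGG taurine and hypotaurine set of 22 transcripts had 7 members higher and 15 lower and a median log2 fold change of -0.11. Its p was 0.514 from fry in limma. The largest log2 fold change in that set was 0.25, so both transcripts lie outside it. The set test therefore cannot say whether taurine raised these transcripts, and the hypothesis stays open.

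With voom on estimated fragments 1 transcript passed an adjusted p of 0.05, TRINITY_DN830_c0_g2_i3-C2A, with an FPKM of 5.52, 3.07 and 4.06 in the control and listed at 0 in every taurine library (adjusted p = 0.0481 from limma voom, 0.105 in the test on log2 FPKM). In the authors' deposited table its log2 fold change is -9.43 and its q 2.14e-09. The FPKM of its gene summed over 2 isoforms was 11.6, 20.5 and 14.4 in the control and 13.2, 9.33 and 15.1 with taurine, a log2 fold change of -0.27. Likewise TRINITY_DN356_c0_g1_i10-S1A fell by 4.57 and TRINITY_DN356_c0_g1_i8-S1A rose by 4.49 on the log2 scale of voom (adjusted p = 0.774 and 0.788 from limma voom), while their gene, of 6 isoforms, had a log2 fold change of 0.25. Fragments that the authors' counting divided between isoforms differently in each library, or a change in the isoforms themselves, were not told apart, and no test was run.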
